# Genome-wide profiles of methylation, microRNAs, and gene expression in chemoresistant breast cancer

**DOI:** 10.1038/srep24706

**Published:** 2016-04-20

**Authors:** Dong-Xu He, Feng Gu, Fei Gao, Jun-jun Hao, Desheng Gong, Xiao-Ting Gu, Ai-Qin Mao, Jian Jin, Li Fu, Xin Ma

## Abstract

Cancer chemoresistance is regulated by complex genetic and epigenetic networks. In this study, the features of gene expression, methylation, and microRNA (miRNA) expression were investigated with high-throughput sequencing in human breast cancer MCF-7 cells resistant to adriamycin (MCF-7/ADM) and paclitaxel (MCF-7/PTX). We found that: ① both of the chemoresistant cell lines had similar, massive changes in gene expression, methylation, and miRNA expression *versus* chemosensitive controls. ② Pairwise integration of the data highlighted sets of genes that were regulated by either methylation or miRNAs, and sets of miRNAs whose expression was controlled by DNA methylation in chemoresistant cells. ③ By combining the three sets of high-throughput data, we obtained a list of genes whose expression was regulated by both methylation and miRNAs in chemoresistant cells; ④ Expression of these genes was then validated in clinical breast cancer samples to generate a 17-gene signature that showed good predictive and prognostic power in triple-negative breast cancer patients receiving anthracycline-taxane-based neoadjuvant chemotherapy. In conclusion, our results have generated a new workflow for the integrated analysis of the effects of miRNAs and methylation on gene expression during the development of chemoresistance.

Over the past decades, the survival rates of patients with breast cancer have markedly increased, partly due to improvements in chemotherapy. Regimens based on anthracyclines (doxorubicin, daunomycin, and epirubicin) and taxanes (paclitaxel and docetaxel) are the most frequently used combination therapy for breast cancers^1^. However, chemoresistance is the main cause of chemotherapeutic failure and leads to suboptimal response rates. To date, several critical mechanisms have been found to contribute to chemoresistance in breast cancers. For example, over-expression of p-glycoprotein^2^,^3^ and glutathione-s transferase^4^ have been shown to contribute to chemoresistance. Moreover, chemoresistance is regulated by the epithelial mesenchymal transition (EMT) pathway^5^,^6^. Cancerous epithelial cells lose their polarity and cell-cell adhesion, and gain high motility during the EMT *via* pathways including but not limited to TGF-beta, Wnt/beta-catenin, Notch, and Hedgehog. Mobile cancer cells then move away from unfavorable environments targeted by chemotherapeutic agents and subsequently cause therapy insensitivity and metastasis. In addition, pathways in EMT enable cancer cells to proliferate quickly and resist to apoptotic signals, so that the cancer cells become less sensitive to the cytotoxicity from chemotherapy.

Nevertheless, chemoresistance is mediated by a wide range of poorly-understood genomic and epigenetic networks, and these mechanisms have not been systematically analyzed in chemoresistant breast cancers. DNA methylation and microRNA (miRNA) silencing are known to be important in chemoresistance^7^,^8^; they either suppress or activate a substantial proportion of genes at the pre- and post-transcriptional levels, respectively. Because chemoresistance involves multiple interacting factors, it is not sufficient to investigate the methylation and miRNA regulation of a single factor. Therefore, understanding the network of methylation and miRNA regulation and their relationship in chemoresistant cancer cells would provide valuable information during the acquisition of chemoresistance.

In this study, high-throughput reduced representation bisulfite sequencing (RRBS), and RNA sequencing (RNA-Seq) of the transcriptome profiles of coding messenger RNAs and non-coding small RNAs in chemoresistant and chemosensitive breast cancer cell lines were analyzed in-depth in order to identify the dysregulated targets in chemoresistant cells, and to develop a signature to predict chemoresistance and prognosis. The workflow of this study is presented in Fig. S1.

## Results

### Generation of comparative profiles of DNA methylation, and mRNA and miRNA expression in chemoresistant and chemosensitive MCF-7 cell lines

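DNA methylation was measured by reduced representation bisulfite sequencing (RRBS) in 3 cell lines. MCF-7/WT is the drug-sensitive parental line, and MCF-7/ADM and MCF-7/PTX were selected from MCF-7 cells with rising doses of adriamycin or paclitaxel over 8 months. DNA of each line was cut with MspI, which favours CpG-rich promoters and islands, converted with bisulfite and sequenced on an Illumina HiSeq2000 instrument. Each line gave 1 library, so no spread between replicates exists for any methylation value. The authors aligned the reads to hg19 with SOAPaligner after three-letter conversion and kept uniquely mapped reads without duplicates. They scanned CpG sites for differentially methylated regions (DMRs) between each resistant line and MCF-7/WT. A DMR needed a chi-square p below 0.01 on its methylated and unmethylated reads and a methylation difference above 0.2.

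The values used here are the DMRs of the authors' deposited tables, which hold only DMRs that the authors placed in promoters or gene bodies. For MCF-7/ADM against MCF-7/WT the authors' deposited tables list 565 promoter and 9308 gene-body rows, which are 9735 distinct DMRs. For MCF-7/PTX the authors' deposited tables list 585 and 9382 rows, or 9817 distinct DMRs. Each DMR has its coordinates and its methylation level in both lines, a fraction from 0 to 1 given to 2 decimals. Read depth per DMR is not in the tables, so no counting interval could be attached to a level. The median DMR was 126 bp (MCF-7/ADM) or 124 bp (MCF-7/PTX) long and held 7 CpGs. CpG numbers given here were counted in the genome sequence between the start and end of a DMR. RRBS may not have measured each of these CpGs. Here a DMR was assigned to protein-coding genes of GENCODE release 44 by its hg19 position, with a promoter reaching from 2200 bp before to 500 bp after the transcription start site. On chromosome 20 the authors' deposited tables end at position 25290848 for MCF-7/ADM and at 62340217 for MCF-7/PTX, so genes beyond the former could be compared only in MCF-7/PTX. Both comparisons use the same MCF-7/WT library.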

The genome-wide DNA methylation patterns of the adriamycin (ADM)- and paclitaxel (PTX)-resistant human breast cancer cells (MCF-7/ADM and MCF-7/PTX), as well as their drug-sensitive parental control MCF-7/WT cells^9^, were analyzed by RRBS sequencing. RRBS is widely used to measure the DNA methylation of high-CG regions at single base-pair resolution. A total of 141 million pair-end 50-bp reads were obtained for each cell line. By allowing less than two mismatches, 93.56% of the clean reads were mapped back to the hg19 human reference genome, reaching a unique mapping rate of 76.22% and a >20× read depth (Table S1a). Nearly 91% of promoters and 94% of the CpG islands were detected (Table S1b). In agreement with previous reports^10^, the methylation levels of coding sequences, introns, and 3′-untranslated regions (UTRs) were generally high, while the 5′-UTRs and promoters were hypomethylated (Fig. S2a). As the majority of the methylated cytosines (~98%) were in a CpG context (Fig. S2b), we performed the subsequent analyses of a total of 2.88 million CpG sites with >4× coverage depths that were commonly reached in the three cell lines.

Hierarchical clustering analysis of their methylation status showed that MCF-7/ADM and MCF-7/PTX cells fell into the same cluster, but were separate from the parental control MCF-7/WT cells (Fig. 1a). 

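DMRs that reach the promoters of CDH1 and VIM had almost the same methylation level in MCF-7/ADM and MCF-7/PTX, far from the level in MCF-7/WT. A promoter DMR of CDH1, which encodes the epithelial adhesion protein E-cadherin, covered 52 CpGs and had a level of 0.01 in MCF-7/WT and 0.98 in both resistant lines. A DMR that reaches the promoter of VIM, which encodes the mesenchymal filament protein vimentin, had a level of 0.95 in MCF-7/WT and 0 in both resistant lines. It covered 144 CpGs, but most of its length lies in the gene body, with its midpoint 1042 bp after the start site. The promoter of ABCB1, which encodes a drug efflux pump, lost methylation only in part: a DMR of 78 bp had 0.71 in MCF-7/WT and 0.43 in MCF-7/ADM, and the matching one 0.72 and 0.48 in MCF-7/PTX. CAV2, a caveolar scaffold gene, went from 0.90 to 0 in MCF-7/ADM and from 0.73 to 0 in MCF-7/PTX.

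In the authors' deposited tables 5412 DMRs have the same start and end in both comparisons. Their median absolute difference was 0.59 between MCF-7/ADM and MCF-7/WT and 0.02 between MCF-7/ADM and MCF-7/PTX. The 2 resistant lines were within 0.1 of each other at 4773 of them (88.2%) and more than 0.2 apart at 225 (4.2%). These regions were picked for a difference from MCF-7/WT in both comparisons, so the distance to MCF-7/WT is large by selection. Regions where only 1 resistant line differed are left out, so the closeness of the resistant lines is in part set by the selection as well.

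**Figure D1:**
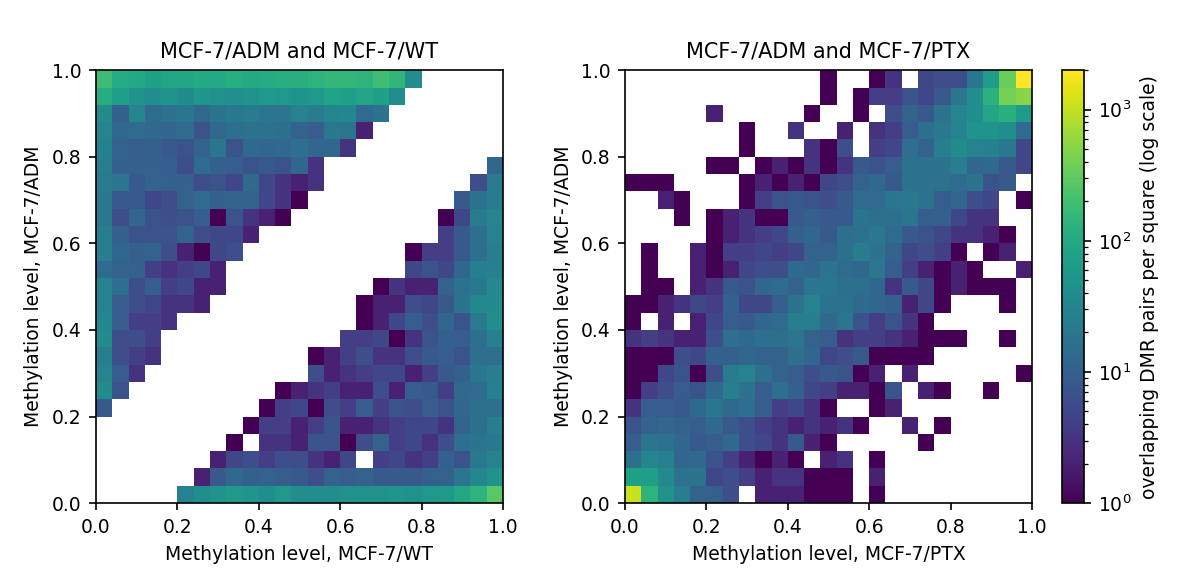
Methylation levels of 8380 pairs of DMRs, 1 from each comparison, that overlap by at least 1 bp with the same sign. These include pairs whose start or end differs. MCF-7/WT is drawn against MCF-7/ADM (left) and MCF-7/PTX against MCF-7/ADM (right). The blank band in the left panel follows from the authors' minimum difference of 0.2.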

Pair-wise comparisons were performed among the three cell lines to identify the differentially-methylated regions (DMRs) with statistical significance (median β differences >0.20, p < 0.01), and DMRs were then annotated to genes based on their genomic positions. 

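Promoters of epithelial genes were among those that went from unmethylated to almost fully methylated. MAP7, a microtubule-binding gene of epithelial cells, had a promoter DMR of 158 CpGs whose level was 0 in MCF-7/WT and 0.98 in MCF-7/ADM, and its RPKM (reads per kb of transcript, scaled to library size) was 19.2 in MCF-7/WT and 0.0417 in MCF-7/ADM. LYPD3, a surface protein gene of stratified epithelium, went from 0 to 0.99 in MCF-7/ADM, and TSTD1, a sulfurtransferase gene, from 0 to 0.98 in MCF-7/PTX. In the other direction CDH11, a mesenchymal cadherin gene, went from 0.99 to 0.01 in MCF-7/ADM and to 0.00 in MCF-7/PTX. The promoter DMR of SYNCRIP, an RNA-binding protein gene, fell from 1.00 to 0.01 in both resistant lines, while its transcript was not called changed.

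More regions gained methylation than lost it. In the authors' deposited tables 6262 of the MCF-7/ADM DMRs (64.3%) were more methylated than in MCF-7/WT and 3473 less, and for MCF-7/PTX 6198 (63.1%) were more and 3619 less methylated. The median absolute difference was 0.49 in MCF-7/ADM and 0.48 in MCF-7/PTX. A difference of at least 0.8, near a complete switch, was listed for 1744 and 1723 DMRs of the authors' deposited tables.

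By hg19 position, 2352 DMRs of MCF-7/ADM (24.2%) reached the promoter of a protein-coding gene, 4055 (41.7%) only a gene body, and 3328 (34.2%) no protein-coding gene. For MCF-7/PTX the numbers were 2364 (24.1%), 4080 (41.6%) and 3373 (34.4%). Promoter DMRs leaned less to gain than the full set, with 1311 more and 1041 less methylated in MCF-7/ADM and 1310 and 1054 in MCF-7/PTX. Regions that the authors placed between genes are not in the tables, so these shares do not describe all DMRs.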

The majority of the DMRs were allocated to gene-body regions and intergenic regions, while <15% were in promoters and the 5′-UTR (Fig. S2c). Furthermore, most of the DMRs in genes overlapped in the two chemoresistant groups compared with their chemosensitive comparison groups (Fig. 1b). Therefore, these data suggested that the methylation pattern is similar in the two chemoresistant cell lines.

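The same genes carried DMRs in both resistant lines, and almost always with the same sign. CLIP4, a gene of a microtubule-linker family, had a promoter DMR spanning 113 CpGs that went from 0.98 to 0 in both. MCF2L, which encodes an activator of Rho GTPases, had a promoter DMR spanning 76 CpGs that went from 0 to 0.98 in both. The promoter of ANPEP, which encodes the surface peptidase CD13, had a DMR at 0.97 in MCF-7/WT and 0.04 in both resistant lines, while a DMR just downstream of the start site went from 0.98 to 0.02 in MCF-7/ADM and only to 0.15 in MCF-7/PTX.

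Of the genes with a promoter DMR, 2085 in MCF-7/ADM and 2077 in MCF-7/PTX, 1839 were shared (88.2% and 88.5%), where independent lists of those sizes among 19812 genes would share 218.6. Of the genes with a gene-body DMR, 2704 and 2695, 2410 were shared (89.1% and 89.4%), against 367.8 for independent lists. At the level of single regions, 8274 DMRs of MCF-7/ADM (85.0%) overlapped a DMR of MCF-7/PTX by at least 1 bp in the authors' deposited tables. The overlapping pairs had the same sign in 8380 cases and opposite signs in 50. RRBS covers the same CpG-rich fragments in every library, so independent lists are a low bar.

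From the clustering and this overlap the paper proposes that the methylation pattern is similar in the 2 resistant lines. Both lists were made against 1 MCF-7/WT library that cannot be split, so part of the overlap may come from that shared control. An origin of both resistant lines outside this MCF-7 line, which the CDKN2A reads given further below fit, would also make them alike. With 1 library per line it cannot be told apart from a common change under the drugs.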

Furthermore, we performed RNA-Seq on coding mRNAs (mRNA-Seq) and non-coding small RNAs (sRNA-seq) in the three MCF-7 cell lines (Table S1c and d). 

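Polyadenylated RNA of MCF-7/WT, MCF-7/ADM and MCF-7/PTX was selected with oligo(dT) beads, fragmented and sequenced in 1 library per line. Expression values are the authors' reads and RPKM for 17471 genes, with the longest transcript of a gene as its length. The reads of the table amount to 94.3%, 95.0% and 94.9% of the total mapped reads of Table S1c in MCF-7/WT, MCF-7/ADM and MCF-7/PTX (5473955, 5477502 and 5354718). They exceed its unique matches (3176496, 3064113 and 3016840), although the column is headed as uniquely mapped.

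Differences were called as the paper describes, with the test of Audic and Claverie (two-sided) on the reads of 2 libraries, a false discovery rate of at most 0.001 over all tested genes and an absolute log2 ratio of at least 1. An RPKM of 0 was set to 0.01 for the log2 ratio, the value that returns the ratios printed in Table S2. A gene was taken as at or under the floor with 3 reads or fewer, which is a median RPKM of 0.206, 0.204 and 0.209 in the 3 libraries. A fold against 0 reads is given as "at least", with the floor in place of the 0. With 1 library per line the test compares libraries and not conditions. It holds counting error only, and no p across genes is given for any group of genes. The small RNA libraries are not used here.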

More than 7 and 16 million clean single-end 50-bp reads were obtained in mRNA-Seq and sRNA-Seq, reaching high coverage of ~75% and 70% of the annotated coding genes and sRNAs in the human genome, respectively. 

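The libraries reached similar shares of the coding genes and no transcript took up much of any of them. EEF1A1, which encodes the abundant translation elongation factor, was the top gene everywhere, with 1.27% of the reads in MCF-7/WT, 1.43% in MCF-7/ADM and 1.51% in MCF-7/PTX. The 10 highest genes together held 6.3%, 5.37% and 5.72%. At least 1 read was counted for 14185 coding genes in MCF-7/WT, 14395 in MCF-7/ADM and 14216 in MCF-7/PTX, or 70.7%, 71.8% and 70.9% of 20056 coding genes in the reference. An RPKM of at least 1 was reached by 11471, 11723 and 11535 genes. The median gene had 65, 68 and 62 reads, and 4225, 3870 and 4086 genes lay at or under the floor of 3 reads.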

Since miRNAs are one of the most-studied sRNAs in oncology, we focused on miRNA expression in the subsequent analyses. We then performed pair-wise comparisons of mRNA and miRNA expression levels with the same criteria for a significant difference (FDR ≤0.001 and |log_2_Chemoresistant/WT| ≥1). 

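Both resistant lines had low levels of most luminal breast genes of MCF-7/WT and expressed genes that MCF-7/WT lacked. GSTP1, a glutathione transferase that conjugates toxic compounds, had 0 reads in MCF-7/WT and an RPKM of 425 in MCF-7/ADM and 295 in MCF-7/PTX, at least 721-fold and at least 500.5-fold higher. MYL9, a myosin light chain of contractile cells, went from 0 reads to an RPKM of 151 and 126, and AKR1B1, an aldose reductase, to 95.8 and 91.6. ABCB1 rose from an RPKM of 0.164 to 331 and 108. LXN, a carboxypeptidase inhibitor, had 1863 reads in MCF-7/WT and 0 in both resistant lines, and FBP1, a gluconeogenic enzyme, had 1142 and 0. TFF1, an estrogen-induced secreted peptide, fell from an RPKM of 4233 to 1.51 and 5.03. S100A9, a calcium-binding protein of inflamed epithelium, had an RPKM of 3618 in MCF-7/WT, 0.328 in MCF-7/ADM and 4.36 in MCF-7/PTX.

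The transcript of the estrogen receptor itself was lower as well. ESR1 had an RPKM of 20.9 in MCF-7/WT, 0.0892 in MCF-7/ADM and 0.0913 in MCF-7/PTX, and FOXA1 and GATA3, factors that open chromatin for it, fell, with log2 ratios of −6.02 and −4.50 in MCF-7/ADM and −5.87 and −5.65 in MCF-7/PTX. In a list of luminal markers, 18 of 20 measured genes were lower in MCF-7/ADM and 18 of 20 in MCF-7/PTX. The median log2 ratio was −6.03 and −6.93 (−5.82 and −5.94 with genes at 0 reads set to their bound), at percentile 0.0 of 10000 random lists matched on mean expression in both. TFAP2A, a neural crest and epithelial factor, was the only higher member, in MCF-7/PTX, singled out after its value was seen. Of 22 estrogen response genes, 14 were lower and 0 higher in MCF-7/ADM, and 17 lower and 1 higher in MCF-7/PTX. Basal breast markers moved up, with 8 of 13 higher in MCF-7/ADM and 9 of 13 in MCF-7/PTX (medians 4.04 and 3.31, percentile 100.0). TP63 and CDH3, which are basal markers as well, were lower in both lines and are named after their values were seen. The counts adjusted over the list alone were the same for these lists.

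Cell cycle genes leaned up and p53 targets down. Among 28 cell cycle genes 14 were higher in MCF-7/ADM and 11 in MCF-7/PTX (medians 0.94 and 0.86), with CCNE1, which drives entry into S phase, at 2.01 and 2.28, while MCM7 was lower in MCF-7/ADM. Among 18 p53 targets 10 were lower in MCF-7/ADM and 8 in MCF-7/PTX (medians −1.27 and −1.13), with MDM2, the p53 ubiquitin ligase, at −2.53 and −2.42, while TP53I3 and PLK3 were higher in both lines. MCM7, TP53I3 and PLK3 were named after their values were seen. Of 11 drug efflux transporters only ABCB1 was higher in both lines, while ABCG2, which also exports adriamycin, had log2 ratios of −3.99 and −3.87. The median of the housekeeping list stayed near 0 (−0.30 and −0.37, percentiles 17.5 and 12.0). Of its 15 genes 1 was higher and 3 lower in MCF-7/ADM, and 1 higher and 4 lower in MCF-7/PTX. B2M, the light chain of MHC class I, fell (−3.20 and −3.48). Adjusted over the list alone, none of these counts changed.

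In all, 3006 genes were called higher and 2629 lower in MCF-7/ADM among 17105 tested (32.9%), and 2906 higher and 2813 lower in MCF-7/PTX among 17032 (33.6%). At 8-fold or more, 2044 and 2147 genes were called. Gene lists were written for this purpose before the tables were opened, although part of Table S2, with ESR1 and ABCB1 in it, had been seen, and a list's percentile describes these libraries only.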

Consistent with the genome-wide DNA methylation status, scatter-plot analyses showed that a large number of genes significantly differed between chemoresistant (MCF-7/ADM and /PTX) cells and their parental control cell line MCF-7/WT, both for mRNA and miRNA expression. However, the expression patterns were quite similar in the two chemoresistant cell lines (Fig. 1c,d).

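The large changes were common to both resistant lines, and far fewer genes separated the lines from each other. GPX1, a peroxidase that removes hydrogen peroxide, went from 0 reads to 1394 in MCF-7/ADM and 1072 in MCF-7/PTX. AGR2, an estrogen-induced protein disulfide isomerase, had 974 reads in MCF-7/WT, 0 in MCF-7/ADM and 1 in MCF-7/PTX. Genes that set MCF-7/PTX apart from MCF-7/ADM included PTGS2, the inducible cyclooxygenase, with 1 read in MCF-7/ADM and 807 in MCF-7/PTX, LOX, a collagen-crosslinking oxidase, with 85 and 522, and BCAT1, a branched-chain aminotransferase, with 102 and 794. EPCAM, an epithelial adhesion gene, kept an RPKM of 67.4 in MCF-7/ADM but 7.16 in MCF-7/PTX, from 242 in MCF-7/WT. APOE, a lipid carrier, had 38.7 in MCF-7/ADM and 1.77 in MCF-7/PTX, and ABCB1 was lower in MCF-7/PTX than in MCF-7/ADM, with a log2 ratio of −1.61.

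Among 16666 genes tested in both comparisons, 2383 were higher in both lines, which is 79.5% of the MCF-7/ADM and 82.1% of the MCF-7/PTX calls. Another 2266 were lower in both (86.2% and 80.6%). Independent lists would share 523 and 444, and the 2 comparisons called 6 genes in opposite directions. The direct comparison of MCF-7/PTX with MCF-7/ADM called 296 genes higher and 470 lower among 16468 (4.7%), of which 98 by 8-fold or more.

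The log2 ratios to MCF-7/WT had a Pearson r of 0.878 and a Spearman rho of 0.853 across 17471 genes, without a p because genes are not independent samples. Sharing MCF-7/WT alone gave an r of 0.498 in 100 simulations of unchanged libraries with the same depth, and a covariance of 0.719 where the data gave 7.89. The single MCF-7/WT library cannot be split, so part of what exceeds the simulation may still come from that shared control. The direct ratio does not involve it, and its standard deviation was 1.48, against 2.98 and 3.01 for the ratios to MCF-7/WT and 1.205 for the direct ratio between simulated unchanged libraries. From these profiles, the small RNA profiles and the methylation data the paper proposes common molecular changes in cells resistant to different drugs. As for methylation, an origin of both lines outside this MCF-7 line would also make them alike and cannot be told apart here.

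**Figure D2:**
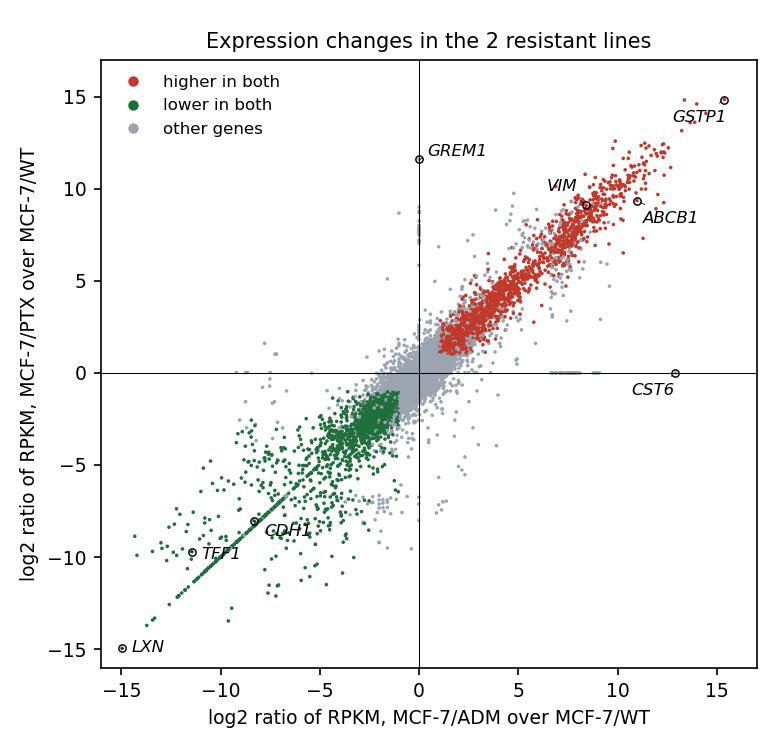
Log2 ratio to MCF-7/WT in MCF-7/ADM and MCF-7/PTX for genes with an RPKM of at least 1 in at least 1 library, with 0 RPKM set to 0.01. Colours mark genes called in both comparisons.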

Taken together, the three sets of high-throughput sequencing results indicated the common molecular changes, both in DNA methylation and gene expression, in breast cancer cells with resistance to different chemotherapeutic drugs.

### Cell motility and EMT genes are enriched in combined analyses of differential DNA methylation and mRNA expression

We then cross-matched the DMR-containing genes from RRBS with differentially-expressed genes from mRNA-Seq. 

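Genes that had both a DMR and an expression call were largely the same in the 2 resistant lines, and each moved in the same direction. They included AXL, a receptor tyrosine kinase of mesenchymal cells, with an RPKM of 0.409 in MCF-7/WT, 114 in MCF-7/ADM and 143 in MCF-7/PTX. EGFR, the epidermal growth factor receptor, rose by log2 5.47 and 5.57, and VAV3, an activator of Rac and a partner of the estrogen receptor, fell (−7.24 and −5.39). With a DMR in the promoter or gene body by hg19 position, 1319 called genes were found in MCF-7/ADM and 1354 in MCF-7/PTX, and 1056 in both (80.1% and 78.0%). Independent lists of these sizes among 15696 genes would share 113.8. All 1056 had the same direction of expression in both lines. The calls and the DMR genes each overlapped widely between the lines, so this overlap follows in part from them. Among all genes tested in both comparisons only 6 had opposite calls, so the shared direction is not particular to genes with a DMR. The 2 lists share the MCF-7/WT libraries of both assays.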

Since the two chemoresistant cell-lines again showed great overlap of matched genes, we focused on these overlapped genes in the subsequent analyses in order to find common pathways in chemoresistant cancer cells (Table S2).

Consistent with the widely-accepted mechanism of methylation^11^, the expression of 1083 and 213 genes in both MCF-7/ADM and /PTX cells was negatively correlated with the levels of promoter and 5′UTR methylation, respectively, *versus* MCF-7/WT cells (Fig. 2a). This suggested that methylation plays a role in gene-silencing during the acquisition of chemoresistance. 

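Among genes with both an expression call and a promoter DMR, expression mostly moved against methylation, while most genes with a promoter DMR had no expression call. KRT19, a keratin of simple epithelium, had a promoter DMR at its start site that went from 0.00 to 0.98 in MCF-7/ADM and 0.97 in MCF-7/PTX, while its RPKM went from 1560 to 1.29 and 1.45. PYCARD, an adaptor of inflammasomes and apoptosis, went from 0.16 to 0.98 in MCF-7/ADM with 413 reads in MCF-7/WT and 0 in both resistant lines. CLDN7, a tight-junction claudin, had a promoter DMR spanning 78 CpGs that went from 0 to 0.98 in MCF-7/ADM. Its RPKM was 0.284 there against 48.0 in MCF-7/WT. In the other direction CNN3, an actin-binding calponin, lost methylation from 0.85 to 0 and went from 0 reads to 1756 in MCF-7/ADM and 2649 in MCF-7/PTX. GPX1 lost it from 0.98 to 0.01 in MCF-7/ADM and to 0.06 in MCF-7/PTX. Genes also moved the other way: DUS4L, a tRNA-modifying enzyme, was lower in MCF-7/ADM although a region about 2.2 kb before its start lost its methylation.

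Of 788 called genes with a promoter DMR in MCF-7/ADM, 629 (79.8%) moved against at least 1 of these DMRs, and of 792 in MCF-7/PTX 632 (79.8%). In MCF-7/ADM 275 of them were lower with more methylation and 354 higher with less, and in MCF-7/PTX 284 and 348. In both lines 505 genes moved this way. If methylation and expression signs were paired at random with their totals kept, 412.6 and 414.2 genes would do so. DMR genes were joined to expression by symbol or alias without a check of the chromosome. These counts can therefore hold genes paired with another gene's DMR. Counted as pairs of a gene and a DMR, 728 of 935 (77.9%) and 751 of 958 (78.4%) were opposite, against 50.4% and 50.3% from the totals. A p is not given, since genes of 1 pair of libraries are not independent samples.

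From the negative correlation the paper proposes that methylation plays a role in gene silencing while resistance is acquired. The values show that promoter methylation and transcript level differ together between these lines among called genes.

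**Figure D3:**
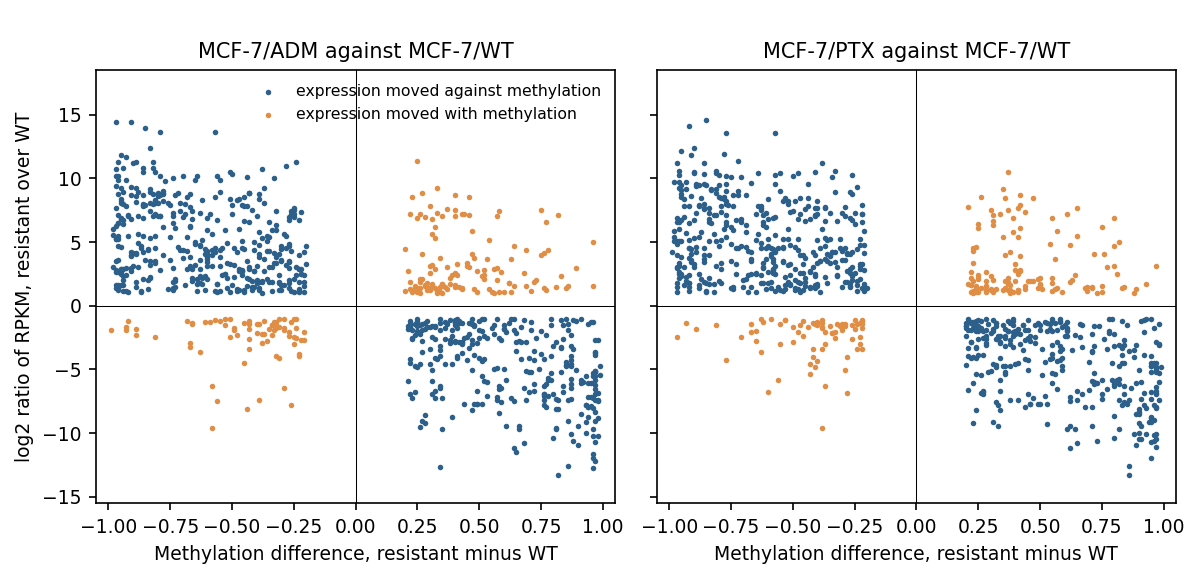
Methylation difference of promoter DMRs and log2 expression ratio of their genes in MCF-7/ADM (left) and MCF-7/PTX (right) against MCF-7/WT. Only genes called higher or lower are drawn.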

The mechanism by which methylation regulates expression in the gene-body is complicated, but more than half of these regions were positively correlated with gene expression as previously suggested (Table S2)^12^.

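Gene bodies showed both signs, sometimes within genes of the same process. LAMA1, which encodes a basement-membrane laminin chain, carried 8 gene-body DMRs in each resistant line, all with more methylation, such as 1 that went from 0.12 to 0.97 in MCF-7/ADM and 0.98 in MCF-7/PTX. Its reads went from 1 in MCF-7/WT to 444 and 1178. ZEB1, a repressor of epithelial genes, also gained methylation within the gene (0.67 to 0.99 and 0.98) as its reads rose from 4 to 81 and 100. WNT3, a secreted signaling ligand, lost it from 0.98 to 0.05 and 0.00, and its reads rose from 2 to 69 and 34. MFI2, an iron-binding surface protein, rose as well while its gene-body level went from 0.87 to 0.51 in MCF-7/ADM and from 0.88 to 0.48 in MCF-7/PTX.

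Among pairs of a called gene and a gene-body DMR, methylation and expression had the same sign in 852 of 1791 (47.6%) in MCF-7/ADM and in 962 of 1910 (50.4%) in MCF-7/PTX. Random pairing with the same totals would give 51.3% and 51.4%. Genes with many DMRs, such as LAMA1, weigh more in counts of pairs. Counted by gene, with the sign of the mean gene-body difference, 318 of 946 genes (33.6%) and 354 of 983 (36.0%) had the same sign, below the 49.2% and 49.7% of random pairing. A DMR that also reaches the gene's promoter is counted in both. Without such DMRs, a setting chosen after the values were seen, 52.9% and 55.8% of pairs had the same sign, where random pairing gives 51.8% and 52.0%, so the direction depended on the counting.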

To better understand the potential effects of methylation-related changes in gene expression on cellular functions, we performed Pathway Commons (PC) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses using a web-based gene set analysis toolkit (WebGestalt; http://bioinfo.vanderbilt.edu/webgestalt/). The results showed enrichment in cancer and metabolic pathways (Table S3), suggesting that the challenge of chemotherapeutic drugs and the development of chemoresistance trigger pathways relevant to tumor metabolism. More interestingly, cell mobility and cellular surface interaction pathways (extracellular matrix-receptor interaction, cell adhesion molecules, MAPK signaling pathway, and focal adhesion in KEGG, along with integrin family cell-surface interactions in PC) were highly enriched. These pathways are directly associated with cell motility and include key proteins in the EMT signaling pathways^5^,^6^.

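Focal adhesion genes were more frequent than in random lists among genes with both a DMR and an expression call in the 2 resistant lines. FLNC, an actin-crosslinking filamin, had 3 reads in MCF-7/WT, 7033 in MCF-7/ADM and 15502 in MCF-7/PTX. VCL, which encodes vinculin and links integrins to actin, rose by log2 2.93 and 3.01, PTK2, the focal adhesion kinase, by 1.82 in both, and AKT3, a survival kinase, from 0 reads to 433 in each. IGF1R, the receptor for insulin-like growth factor, fell (−2.58 and −2.35). Among matrix genes LAMC2, a laminin chain of migrating epithelium, rose by 4.67 and 4.14 and ITGA5, the fibronectin receptor chain, by 2.95 and 3.35. AGRN, a heparan sulfate proteoglycan, fell (−1.02 and −1.54).

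Of 106 focal adhesion genes 18 were matched in both lines, where random lists of the same expression held 7.17 on average (percentile 100.0). Cell adhesion molecules had 10 of 75 (mean 5.25), at the upper edge of what random lists reach. At a methylation difference of at least 0.40 they had 10 against a mean of 4.04 (percentile 99.5), and focal adhesion 12 against 5.58 (percentile 99.4). The matched cell adhesion molecules included L1CAM, a neural adhesion gene that fell (log2 −1.63 and −2.01), and PTPRM, a homophilic receptor phosphatase that rose by 8.94 and 9.45. ECM-receptor interaction had 7 of 65 (mean 4.31), at percentile 90.1 and so within what random lists reach. Housekeeping and cell cycle lists had 0 matched genes. The random lists were matched on mean expression and not on calls, so a list with many called genes can exceed them without more DMRs.

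By expression alone, 27 ECM-receptor genes were higher and 10 lower of 63 in MCF-7/ADM, and 26 and 10 of 64 in MCF-7/PTX (26 and 11 adjusted over the list alone). Focal adhesion had 40 higher and 18 lower of 106 (41 and 18 adjusted over the list alone), and 38 and 15 of 104. Their medians were small, 1.20 and 1.34 for ECM-receptor genes (0.89 and 0.76 with genes at 0 reads set to their bound) and 0.52 and 0.48 for focal adhesion, yet at percentile 99.9 or above. With a pseudocount of 1 the ECM-receptor genes had a median of 0.47 in MCF-7/ADM, at percentile 100.0, and 0.26 in MCF-7/PTX, at percentile 96.3 and so within what random lists reach. Cell adhesion molecules were split, with 19 higher and 16 lower of 71, and 23 and 18 of 74 (23 and 19 adjusted over the list alone), and medians of −0.01 and 0.17. The lists were written by hand after the pathways that the paper names and are not the KEGG or Pathway Commons sets it used, so its enrichment values were not recomputed. With the gene names deposited beside the DMRs, most of which lie elsewhere in hg19, focal adhesion had 18 matched genes (random mean 7.74, percentile 100.0), ECM-receptor interaction 13 (4.62, percentile 100.0) and cell adhesion molecules 8 (5.48, percentile 86.1), so a surplus did not need correctly placed DMRs.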

Therefore, the above observations led us to hypothesize that change in motility that is a key feature of EMT, as well as the EMT itself, are key targets of regulation by methylation during the acquisition of chemoresistance. 

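Epithelial junction genes fell and mesenchymal genes rose together in both resistant lines. RAB25, a GTPase that recycles membrane proteins to the epithelial surface, had 624 reads in MCF-7/WT and 0 in MCF-7/ADM and MCF-7/PTX, at least 209.8-fold and at least 205-fold lower. ESRP1, which drives epithelial splicing, fell (log2 −5.63 and −7.97). MMP14, a membrane collagenase, went from 0 reads to 928 and 606, and SERPINE1, a regulator of matrix proteolysis, rose by log2 7.86 and 9.50. SNAI2, a repressor of E-cadherin, rose by log2 4.57 and 5.74.

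Of 25 junction and polarity genes 20 were lower in MCF-7/ADM and 20 in MCF-7/PTX, with medians of −3.90 and −5.08 (percentile 0.0 in both). DSG2, a desmosomal cadherin, was higher in both lines and DSC2, its partner, in MCF-7/ADM, both singled out after their values were seen. Of the mesenchymal genes 20 of 21 and 20 of 22 were higher and 0 lower (medians 7.60 and 7.26, or 5.95 and 6.08 with genes at 0 reads set to their bound and 4.12 and 4.05 with a pseudocount of 1, percentile 100.0). EMT transcription factors were less uniform, with 9 of 19 higher in MCF-7/ADM and 11 in MCF-7/PTX (medians 1.66 and 1.76, the latter 1.48 with bounds, or 0.78 and 1.07 with a pseudocount of 1). In MCF-7/PTX 3 of them were lower, GSC, SMAD2 and SMAD3, named after their values were seen. Adjusted over the list alone, the counts of these 3 lists did not change.

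In the direct comparison of MCF-7/PTX with MCF-7/ADM the junction and mesenchymal lists lay beyond random lists and the EMT factors did not. Of 21 measured junction genes 6 were lower, 0 higher and 15 not called (median −0.79, percentile 0.0), among them ST14, an epithelial serine protease, at −2.67. Of 22 mesenchymal genes 5 were higher, such as FN1, the matrix protein fibronectin, at 1.89, and COL4A1, a basement-membrane collagen, was lower (median 0.34, percentile 100.0). The EMT factors had 3 higher and 1 lower, SMAD3, of 19, with a median of 0.03 at percentile 76.2. SNAI2, ZEB2 and TCF4 were the higher ones. Genes are named from these small counts after their values were seen, and adjusting over the list alone changed none of the counts. A DMR and a call in both lines were found for 7 of 25 measured junction genes (random mean 1.69, percentile 99.9) and 5 of 22 mesenchymal genes (1.52, percentile 99.1). Among EMT factors this held for 1 of 19 (1.66, percentile 33.6). The random lists were matched on mean expression and not on the share of genes called. Most junction and mesenchymal genes were called, so these percentiles do not show that DMRs were more frequent in them. With the deposited gene names 5 junction genes (random mean 1.90) and 5 mesenchymal genes (1.60) were matched. Expression of such markers in cultured lines does not measure motility.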

To test our hypothesis, we analyzed the motility and mesenchymal features of chemoresistant cells. Migration was increased in both MCF-7/ADM and MCF-7/PTX cells, indicating increased cell motility (Fig. S3a). Meanwhile, the expression and plasma membrane distribution of E-cadherin (expressed by *CDH1*) decreased and those of N-cadherin (expressed by *CDH2*), vimentin, snai1, and twist increased in both of the chemoresistant cell lines (Fig. S3b–d), suggesting that these cells had undergone the EMT process. These data verified and supported the results and conclusions of high-throughput analysis.

We also used real-time PCR to analyze the expression of other EMT-related genes and miRNAs discussed below (Fig. S4); the results confirmed the onset of the EMT. Also, most of the real-time PCR results are consistent with high-throughput sequencing, suggesting the accuracy of the high-throughput sequencing in determining the expression change of genes.

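Transcripts of mesenchymal and motility genes that the study tested by real-time PCR were almost absent from the MCF-7/WT library and plentiful in both resistant ones. VIM rose from an RPKM of 2.52 to 863 in MCF-7/ADM and 1391 in MCF-7/PTX, and MCAM, an adhesion molecule of endothelial and smooth muscle cells, from 2 reads to 1357 and 1100. CDH2, which encodes N-cadherin, went from 2 reads to 583 and 393, and TGFB1I1, a focal adhesion adaptor, from 0 to 210 and 188. ITGA6, a laminin receptor chain, had an RPKM of 1.03, 48.8 and 73.4, and DKK3, a secreted Wnt modulator, went from 0 reads to 734 and 785. CDH1 fell from an RPKM of 140 to 0.439 and 0.531. The transcription factors were lower in abundance. TWIST1 went from 1 read to 59 and 35, SNAI1 from 7 to 81 and 67, and SIX1 rose by log2 1.66 and 1.26. CXCL2, a neutrophil chemokine, had 0, 13 and 40 reads.

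All 16 genes of Fig. S4 were called in both lines, 13 higher and 3 lower, and the counts were the same when adjusted over the list alone. The paper gives these as EMT-related genes and does not state whether they were picked from these libraries, so the list is not counted as independent evidence. PCR values were not used here.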

### Integration of miRNA expression with mRNA expression and DNA methylation respectively

We next integrated the mRNA-Seq with the sRNA-Seq results. The theoretical targets of all of the significantly changed miRNAs were predicted by MirTarget2, miRecords, and miRanda software together. These predicted targets were then integrated with the mRNA-Seq data. Consequently, a group of miRNAs was found to overlap in the two chemoresistant cell lines (Table S4). First, the miRNA expression significantly changed; second, the expression of their theoretical mRNA targets significantly changed; and third, the expression of these miRNAs was inversely correlated with their target mRNA expression. These results thus provide a refined pool of miRNAs with major implications for chemoresistance. Based on this, we found that miR-489 and its target *Smad3* regulate chemoresistance *via* the EMT pathway^13^, suggesting such analysis could simplify the way to find important miRNAs and its targets regulating chemoresistance, and again indicating the important role of the EMT in the regulation of chemoresistance.

We investigated several of the motility- and EMT-related miRNAs listed in Table S4 based on our findings that motility and the EMT were primarily regulated in chemoresistant cells. We found that the expression of all of these miRNAs changed dramatically. When the dysregulation of these miRNAs in MCF-7/ADM or /PTX cells was inhibited with miRNA inhibitors or mimics, the chemoresistance to ADM and PTX was decreased as determined by the IC_50_s (half-maximal inhibitory concentrations) of the drugs (Table S4), suggesting that the motility and EMT processes that are regulated by miRNAs also play important roles in chemoresistance.

The sRNA-Seq results were then integrated with the RRBS results. Recent studies have suggested that miRNA expression can be regulated by methylation of the promoter region^14^. Thirty-four dysregulated miRNAs were surrounded by differentially-methylated regions near the transcription start site (TSS) of the miRNA coding sequence (±2000 bp from the TSS) in both MCF-7/ADM and /PTX cells *versus* MCF-7/WT cells (Table S5, Fig. 2b). Generally, the expression of these miRNAs was negatively correlated with the overall methylation around their TSSs. miRNAs up-regulated in MCF-7/ADM and /PTX cells showed an overall decrease in methylation level around their TSSs *versus* MCF-7/WT cells, and *vice versa* (Fig. 2c). Investigation of individual locations showed that some of the methylation was situated in the -2000 region of the TSS, which is a theoretical promoter region of miRNAs (Fig. 2d)^15^, suggesting that their expression might be regulated by promoter methylation. For example, among the EMT/motility-related miRNAs listed in Table S4, miRNA-200c and miRNA-34a have been reported to be regulated by methylation in malignant cancer cells^16^,^17^, and our results further indicated that regulation by methylation occurs in chemoresistant cancer cells. In addition, we found for the first time that miR-106a-5p and miRNA-375 may be regulated by methylation in chemoresistant cells. Based on these data, we confirmed that down-regulation of miR-149-5p is associated with methylation and chemoresistance^18^, which indicate the accuracy of this step of integration.

### Combined analysis of DNA methylation, and mRNA and miRNA gene expression

In the final step of high-throughput data integration, we investigated both pre- and post-transcriptional control of single genes during the acquisition of chemoresistance by combining mRNA-Seq, RRBS, and sRNA-Seq data (Table S6). In the MCF-7/ADM *versus* WT and MCF-7/PTX *versus* WT comparison groups, 223 and 240 genes with considerable overlaps were generated, respectively (Fig. 3a,b). The expression of genes in these lists was negatively correlated with promoter methylation (gene-body methylation was excluded from this part of the analysis because its regulatory mechanism is more complicated than promoter methylation). Meanwhile, all of the miRNAs predicted to target certain genes were listed, and the expression of each gene was negatively regulated by at least one miRNA.

The genes doubly-regulated by methylation and miRNA were then categorized by KEGG assay (Table S7). The largest categories fell again into cell motility- and EMT-related groups, such as cell adhesion molecules (KEGG 04514), focal adhesion (KEGG 04510), and extracellular matrix-receptor interaction (KEGG 4512), suggesting that the EMT and the related motility are the main targets of methylation and miRNA regulation in chemoresistant cells.

In order to better understand the molecular interaction of these genes, the interaction network of the genes were analyzed by Cytoscape 3.2.0^19^ plugin GeneMANIA^20^, where gene interactions were collected from interaction datasets BioGRID^21^. In such analysis, two genes are functionally linked if the effects of perturbing one gene were found to be modified by perturbations to a second gene. As data showed (Fig. 4), these genes showed extensive co-expression, genetic interactions and physical interactions, suggesting they are densely connected to modulate chemoresistance development. Among them, EMT regulators, such as CDH1, EPCAM, CDH2^5^,^6^ were in the central place of the network, suggesting again the importance of EMT pathway. Furthermore, several genes such as CAPN2, TUSC3 and CYBRD1, played as central factors in the networks and validated in clinical samples as we demonstrated later. Therefore, their molecular mechanisms are worth exploring.

### Generating and verifying the chemoresistance signature

Clinically, chemoresistance can only be detected during the middle-to-late stages of chemotherapy, and there are no diagnostic tests to recognize resistance before treatment. To confront this difficulty, genes that were both targeted by methylation and miRNA from the last step of integration (termed double-regulated genes) were validated in breast cancer samples from 27 patients receiving neoadjuvant taxane-anthracycline (TA)-based chemotherapy (Table S8). Thirteen patients were sensitive, as they responded to chemotherapy (complete response, CR), while 14 were resistant (progressive/stable disease after chemotherapy, PD/SD).

Immunohistochemical analysis of the chemoresistant and sensitive groups showed that the expression changes of most of the genes found in MCF-7 cells were more consistent with those from triple-negative breast cancer (TNBC) patients, than from all individuals regardless of their estrogen receptor (ER), progesterone receptor (PR) and human epidermal growth factor receptor 2 (Her2) status. This makes sense because the MCF-7/ADM and /PTX cells did not express ER, PR and Her2 (Fig. S5a), and loss of control of these receptor may making them resemble features of TNBC cell lines^22^,^23^,^24^. Seventeen genes were selected from the list of double-regulated genes, and these also greatly/significantly differed in the clinical pre-chemotherapeutic samples between chemoresistant and chemosensitive TNBC patients (Table 1 and +5b).

The discriminatory power of the signature was analyzed first in the training cohort formed by the TNBC samples we had collected. Hierarchical clustering^25^ and Bayesian binary regression^26^ were used as classifiers. The signature classified the chemoresistant and chemosensitive patients with an overall accuracy of 100% for hierarchical clustering and 100% for Bayesian binary regression (Fig. 5a), suggesting that the signature can discriminate between resistant and sensitive TNBC patients.

The 17-gene signature was then validated in three independent cohorts of TNBC breast cancer patients receiving TA-based chemotherapy. Affymetrix gene expression profiling of pre-chemotherapeutic TNBC samples from previous studies (NCBI Nos GSE 25055, 25065, and 41998)^27^,^28^ were used. Patients showing a pathologically complete response were defined as chemosensitive, and those with an extensive residual cancer burden (RCB-II to III) or residual disease were considered to be chemoresistant. By Bayesian binary regression analysis, the signature showed good discrimination of both resistant and sensitive patients (i.e., the sensitivity and specificity of the signature). The overall accuracy was as good as 86.3% (Fig. 5b).

Because a good chemoresponse often leads to a better recovery rate, we tested the prognostic effectiveness of the 17-gene signature. For GSE25055 and GSE25065, where both the chemoresponse and distant metastasis relapse-free survival (DRFS) information were provided, the TNBC patients were grouped according to the 17-gene signature. The Kaplan-Meier results showed that patients classified as chemoresistant showed a worse rate of DRFS than chemosensitive patients in both groups (Fig. 5c).

In the other two databases (GSE45725 and 33926), only information on relapse-free survival (RFS) or DRFS was provided, without the chemotherapeutic responses. Therefore, Bayesian binary regression could not be calculated because of the lack of predetermined data to train the regression process^29^. So, the k-nearest neighbor method^30^ was used to classify the patients *versus* the average gene expression in sensitive and resistant patients in GSE25055 and 41998 (GSE25065 was excluded because its TNBC sample size is small). Kaplan-Meier analysis was then applied to the candidate resistant and sensitive patients, those who were probably chemoresistant as determined by the 17-gene signature showed a lower rate of RFS or DRFS than chemosensitive patients (Fig. 5c).

Finally, the risk of death/relapse in chemoresistant patients was summarized by the odds ratios (ORs) in forest plots (Fig. 5d). The mean OR for each dataset, as well as the total OR for all datasets, were >1 for potentially chemoresistant individuals defined by the 17-gene signature, suggesting that the signature is able to discriminate the population of TNBC patients at high risk of death/relapse.

## Discussion

DNA methylation and miRNA dysregulation are critical and effective mechanisms underlying the development of chemoresistance. A few studies have reported methylation and miRNA profiling in cancers^31^,^32^, but our study is the first to provide an overview of epigenetic regulation at the combined levels of DNA methylation, miRNA expression and gene expression in breast cancer chemoresistance, and then systematically identify novel dysregulated targets in chemoresistant breast cancer cells. We shared a refined and detailed pool of chemoresistant regulation with hundreds of possible targets, and one can easily find the possible interplays between methylation, miRNA and gene expression in their own interest from this pool. Experimental validation of certain interplay with siRNAs, over-expression vectors, CRISPR-Cas9 and other genome engineering methods allow indentifying the key players in chemoresistance, and deciphering their underlining molecular mechanism would be another step to conquering the chemoresistance. Based on the pool, we have shown the relationship and mechanism of several miRNAs and methylation sites during development of chemoresistance and validated them in clinical samples^13^,^18^,^33^, suggesting the pool is precise and valuable, and we are expecting more important mechanisms could be found in future.

One of the most important findings in this study is the high degree of similarity of both methylation and miRNA regulation in two chemoresistant breast cancer cell lines. They were developed from the same parental line but confronted entirely different chemotherapeutic challenges. To date, numerous critical mechanisms have been found to contribute to chemoresistance of different drugs^2^,^3^,^4^,^5^, some studies have also identified common gene or protein sets that are common to chemoresistance based on high throughput data methods such as proteomics^34^ and affymetrix microarray^35^. Our study further extended their results by identifying and emphasizing common interplays between genes, miRNAs and methylations in response to different chemotherapeutic agents. Such similar responses indicate that gene methylation, miRNAs, and the pathways we identified may also be shared by chemoresistance to other types of agents. The EMT pathway and associated high motility were consistently highlighted throughout our analyses. Although there are other important pathways that can mediate chemoresistance^2^,^3^,^4^,^5^, the data pointed out cancer cells preferentially and extensively evoked EMT pathway during the development of chemoresistance rather than other pathways, probably because under the stress of different and complex chemotherapeutic drugs, enhancing the ability to ‘escape’ and ‘survive’ may be the easiest and universal choice for all types of cancer cells. Therefore, EMT/motility-blocking drugs might be more robust against chemoresistance than traditional cytotoxic or cytostatic drugs. Furthermore, although a number of previous studies have shown mechanisms of EMT in chemoresistance, but fewer studies explained regulatory mechanism of methylation, miRNA or methylation and miRNA together on EMT signaling pathways in breast cancer chemoresistance. This study then provides information about how the key modulators in EMT pathway are regulated by epigenetic factors. Among those, we have validated EMT transcriptional factor SMAD3 is regulated by miR-489 to develop chemoresistance in breast cancers^13^. Therefore, after more validations are performed in future, it is expected to understand how the epigenetic ‘bridge’ is constructed between genotype and phenotype of cancer cell in response to chemotherapeutic stimuli via EMT pathway.

Based on the combination of methylation, miRNA, and gene-expression profiling, a 17-gene signature was generated and validated in TNBC. We need to make it clear that although MCF-7/ADM and PTX did not express ER, PR and Her2, but they are not equivalent to TNBC cells, which is p53 mutated and PTEN deleted, while MCF-7 cells are p53 wildtype with PI3 kinase mutations^36^. However, in confront to stress from chemotherapeutic toxicity, the MCF-7 cells dramatically changed their expression profiles to evolve into more malignant and aggressive ones as we also demonstrated in previous studies^9^,^37^, loss of ER, PR and Her2 may be a way for them to mimic the important pathways in TNBC cells to survive more easily^22^,^23^,^24^. Therefore, the significantly changed 17 genes in our signature may also represent critical pathways in TNBC cells, and the claim was supported by the clinical validation.

We particularly point out that the signature was generated from pre-chemotherapeutic samples, so it can predict the responsiveness of breast cancer patients before treatment. If tumor cells of the patients showed gene-expression changes in the 17-gene signature, these patients are more likely resistant to subsequent chemotherapies. However, when the patients are pre-determined to be chemosensitive with the 17-gene signature, they also require careful design for chemotherapeutical regimes. Aside from functional gene expression changes, tumor microenvironment is another important determinant to chemoresponse. When the chemotherapeutical drugs are given intravenously, tumor regions distal to vasculature are less frequently exposed to lethal dose of chemotherapeutical agents. Consequently chemoresistance is observed even when these cells are sensitive to therapies^38^. To overcome the microenvironment-induced chemoresistance, sequential treatment is one option because it can remove tumor cells near blood vessels and expose cells in deep regions during the first course of treatment, thus enables drugs to penetrate deeper through tumor tissue during the second course of treatment^39^. In agreement, we found some patients predicted to be chemosensitive in GSE41998 (where chemoresponse during different courses of chemotherapies was provided) showed poor response during first course of anthracyclines-based treatment, but they finally gained a good outcome after the sequential taxol-based treatment.

Furthermore, although we explored the roles of methylation and miRNAs in chemoresistance, we did not include these two factors in the signature for practical reasons: they are neither commonly used nor easy to test during clinical diagnosis.

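The 17 genes of Table 1 differed strongly between the resistant lines and MCF-7/WT in the sequencing libraries. AKAP12, a scaffold for protein kinase A, rose by log2 9.04 in MCF-7/ADM and 9.57 in MCF-7/PTX, PSAT1, an enzyme of serine synthesis, by 6.32 and 7.40, and CAPN2, a calcium-dependent protease of cell migration, by 4.25 and 4.49. CYBRD1, a ferric reductase, went from 0 reads to 334 and 299, and TRHDE, a peptidase of thyrotropin-releasing hormone, from 0 to 313 and 285. CLIP4 rose by 5.53 and 5.44, and CAV2 by 4.11 and 3.28. ABCC3, an organic anion exporter, had 380 reads in MCF-7/WT, 0 in MCF-7/ADM and 1 in MCF-7/PTX, and BTG2, an antiproliferative p53 target, fell (log2 −3.88 and −4.00). The smallest changes were those of TUSC3, a subunit of the glycosylation complex, at 1.31 and 1.23, PVR, the poliovirus receptor, at 1.97 and 1.96, and PHF10, a chromatin remodeler subunit, at −2.04 and −1.11.

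In both lines 13 were called higher and 4 lower, the same as when adjusted over the list alone. By hg19 position 7 of the 17 had a promoter DMR in both lines, among them ANTXR1, a collagen receptor gene (0.64 to 0.01 in both lines), CYBRD1 (0.51 to 0 and 0.49 to 0.01), CAPN2 (0.57 to 0 and 0.58 to 0) and CRLF1, a cytokine receptor-like gene (0.01 to 0.98 and 0.96). MFI2 had DMRs in the gene body only, and 9 of the 17, AKAP12 and PSAT1 among them, had none in the authors' deposited tables. Those tables hold only 41.8% to 47.1% of the DMRs in the readable part of Table S2. AKAP12, ABCC3, BTG2 and DKK3, all among the 9, are in that part of Table S2. The paper gives Table S2 for genes with both a DMR and an expression change. A DMR missing from the deposited tables may still be one that the paper found. The paper selected the 17 genes from those regulated in these lines by methylation and miRNAs that also differed in clinical samples, so their direction here is not independent evidence.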

The significant changes in expression of these 17 genes were associated with methylation and the dysregulation of miRNAs, as well as showing high relevance to the EMT process. Seven genes were mediators of the EMT: ANPEP (CD13)^40^, ANTXR1^41^, BTG2^42^, CAV2^43^, MFI2^44^, PSAT1 (proliferation)^45^, and PVR^46^. For some of these, EMT-related functions have not yet been found in breast cancer; for example, MFI2 has only been shown to mediate the EMT in melanoma, so further exploration of their roles in the EMT and chemoresistance in breast cancer is worthwhile. The expression of three genes, AKAP12^47^, DKK3^48^, and TUSC3^49^, in chemoresistant MCF-7 cells and TNBC samples was not consistent with previous reports. This may be due to differences in the types of cells used, so whether they play different roles in chemoresistant TNBC cells needs further study. Furthermore, there have been no reports on the activity of CLIP4, CAPN2, CRLF1, CYBRD1, PHF10, and TRHDE in breast cancer or chemoresistance, thus making them new candidates for understanding breast cancer, the EMT, and chemoresistance. Finally, ABCC3 is thought to mediate chemoresistance^50^ but is down-regulated in chemoresistant TNBC cells. This may be due to the fact that the role of ABCC3 in chemoresistance varies dramatically among different chemotherapeutic agents and different types of cells^51^, and our study suggests a new action of ABCC3 to potentially inhibit chemoresistance. We then showed the 17 genes were extensively co-expressed, genetic interacted and physical interacted with each other directly or indirectly. Because the expression of 17 genes are significantly related with chemoresistance in clinical samples, so further study may be performed to validate these interactions and to identify the dominant player in this group of genes, which is likely important determinants and treatment target to chemoresistance. Our preliminary data analysis suggests CAPN2, TUSC3 and CYBRD1, which sit in the central location in the network, might be good candidates.

Because the chemoresistant MCF-7 cells were developed under continuous ADM and PTX challenge, we chose samples from patients undergoing TA-based chemotherapy for the clinical validation of this study. As a result, we only demonstrated the good predictive and prognostic power of the signature in a TA-based regime, so its utility for other chemotherapeutic regimes needs further validation. However, we did find indirect evidence that the 17-gene signature may be effective for different chemotherapeutic agents: in the two validating datasets with unknown chemotherapeutic regimes (probably unrelated to TA), the signature classified TNBC patients into potentially resistant and sensitive groups. Although we cannot provide direct evidence for the accuracy of this classification, a worse prognosis for the potentially chemoresistant patients indirectly indicates that the signature correctly classifies TA-unrelated responses because of the tight connection between chemoresponse and prognosis. Such good discriminative capacity of the signature may be because the MCF-7/ADM and /PTX cells show features of multi-drug resistance^9^, so the signature derived from them may involve mechanisms of resistance common to other agents. These mechanisms are more reflective of the natural history of cancers, i.e, to proliferate and survive, rather than response to a simple chemotherapy. Indeed, a number of previous studies have shown the prognostic correlation of expression of EMT and proliferation genes^52^,^53^,^54^. Furthermore, taxane and anthracycline are commonly-used and effective agents, and their complementary mechanisms are specifically beneficial for TNBC^55^. Therefore, if TNBC cells show evident resistance to the TA-based regime, they are more likely to have already developed a mature mechanism of resistance to toxic drugs and be more malignant, so the signature could provide information about their response to commonly-used chemotherapeutic agents, and predict the prognosis of TNBC patients.

Taken together, our analysis not only provides a systematic means of integrating multiple levels of transcriptional regulation in chemoresistant cancer cells, but also presents several markers of cancer prognosis, therapeutic targets, and predictors of chemotherapeutic efficiency.

## Materials and Methods

Additional methods are described in supplemental information Materials and Methods.

### Cell culture

MCF-7/WT human breast cancer cells were obtained from the ATCC (HTB-22) in 2011. The adriamycin (ADM)- and paclitaxel (PTX)-resistant cells (MCF-7/ADM and MCF-7/PTX) were derived as previously described^4^ by treating MCF-7 cells with stepwise increasing concentrations of ADM and PTX over 8 months. These MCF-7 cells were cultured in RPMI supplemented with 10% FBS, 100 μg/mL penicillin, and 100 U/mL streptomycin. No authentication was done for these cell lines.

### Data deposition

The high-throughput data have been submitted to GEO (GSE68815).

### Combined analysis and functional enrichment

To compare the DNA methylation data with the miRNA expression levels, for each differentially-expressed miRNA we studied the CpGs within a 2000-bp window around the transcription start site. Several miRNA target databases were used for retrieving the known miRNA-targeted genes: MirTarget2 (http://mirdb.org/miRDB/), miRecords (http://mirecords.biolead.org), and miRanda (http://www.microrna.org/microrna/getDownloads.do). Only targets predicted in at least 2 of these databases were included in the subsequent analysis. WebGestalt (http://bioinfo.vanderbilt.edu/webgestalt/) was used for Gene Ontology and Pathway Enrichment analysis^42^.

### Ethics statement

This study was reviewed and approved by the Ethic Committee of Tianjin Medical University Cancer Institute & Hospital (Ethical approval number: bc201505). All procedures were carried out in accordance with approved guidelines. Each patient involved in this study provided written informed consent.

## Additional Information

**How to cite this article**: He, D.-X. *et al.* Genome-wide profiles of methylation, microRNAs, and gene expression in chemoresistant breast cancer. *Sci. Rep.* **6**, 24706; doi: 10.1038/srep24706 (2016).

## Supplementary Material

Supplementary Information

Supplementary Table

## Figures and Tables

**Figure 1:**
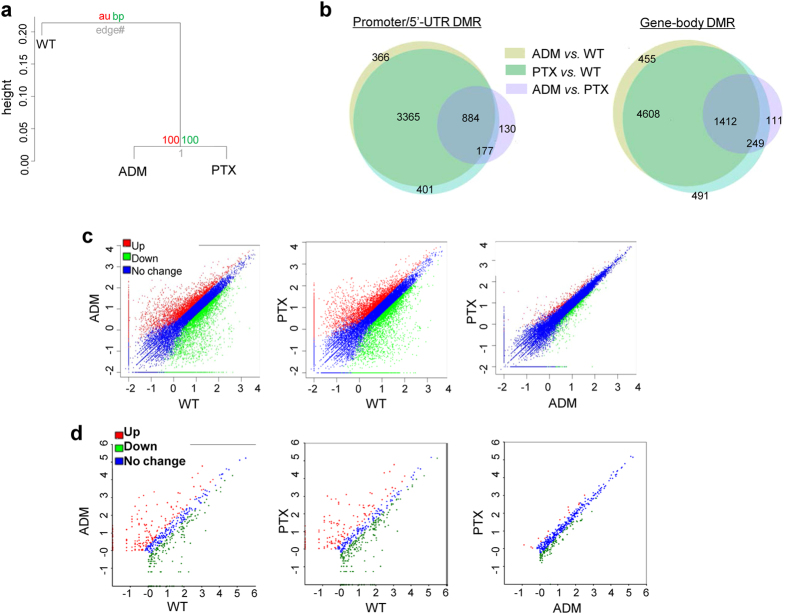
Generation of comparative profiles of DNA methylation, mRNA and miRNA expression. (**a)** Hierarchical clustering of the methylation status in MCF-7/ADM, /PTX, and /WT cells. **(b)** Venn diagrams of the DMRs of the three comparison groups. **(c**,**d)** Scatter-plots of the differentially-expressed mRNAs (**c**) and miRNAs (**d**). Fold-changes of mRNAs and miRNAs are shown on the X or Y axis as Log (fold-change value).

**Figure 2:**
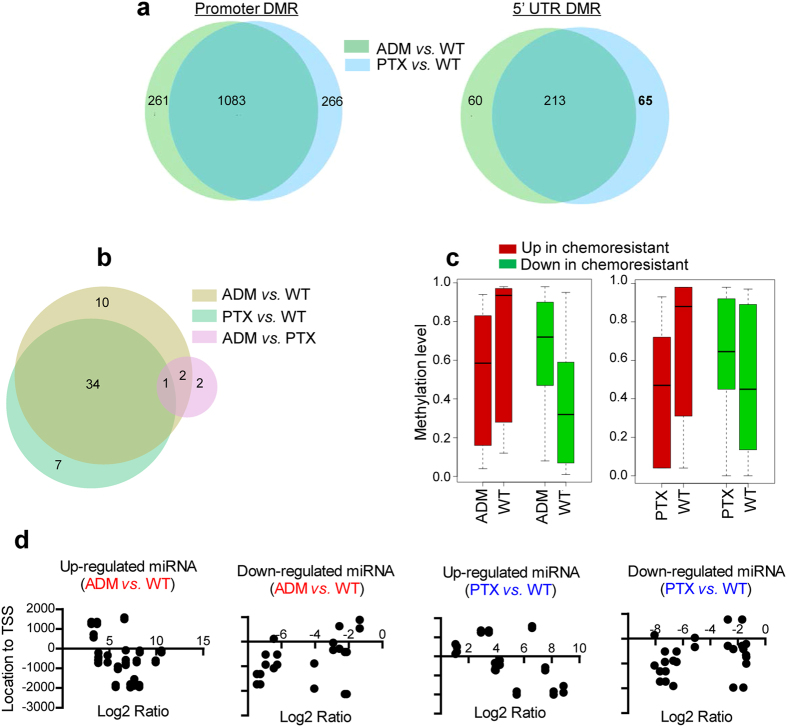
Cross-matching of sequencing data. (**a)** Venn diagrams of the differentially-expressed genes cross-matched with the DMRs in their promoter and 5′UTR regions in the three comparison groups. Genes were chosen when their expression changes were negatively associated with changes in the DMRs in chemoresistant cells *versus* MCF-7/WT cells. **(b)** Venn diagrams of the differentially-expressed miRNAs cross-matched with DMRs around the miRNA coding sequence in the three comparison groups. **(c)** Up- or down-regulated miRNAs were integrated with the overall methylation level when comparing resistant with sensitive cells. Red bars, overall methylation levels (Y axis) of up-regulated miRNAs in MCF-7/ADM or /PTX *versus* /WT cells; green bars, overall methylation levels of down-regulated miRNAs in MCF-7/ADM or /PTX *versus* /WT cells. **(d)** Locations of the DMRs relative to the TSS of each miRNA. X axis, Log_2_ values of DMRs (resistant *versus* sensitive); Y axis, their locations relative to the TSS.

**Figure 3:**
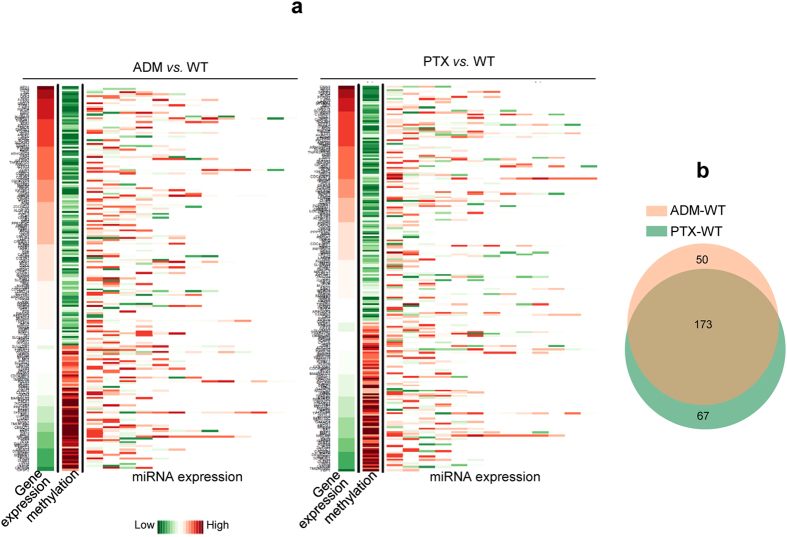
Integration of RRBS, mRNA-Seq, and sRNA-Seq. (**a)** Genes whose expression was negatively associated with promoter methylation were used in the integration. Left lanes of the heat map are gene-expression values in MCF-7/ADM (left panel) and /PTX (right panel) *versus* /WT cells; middle lanes are the DMR values for each gene; right lanes are the expression of predicted miRNAs targeting each gene. **(b)** Venn diagrams of genes both regulated by methylation and miRNA in resistant *versus* sensitive comparison groups.

**Figure 4:**
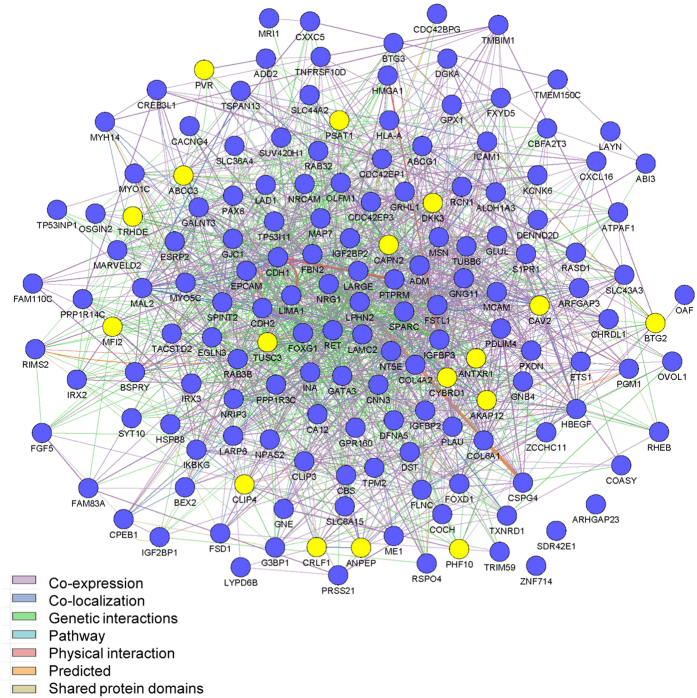
Molecular interactions of genes. The interactions were analyzed by Cytoscape_3.2.0 plugin GeneMANIAThe query genes were marked blue, and the genes in 17-gene signature were marked yellow.

**Figure 5:**
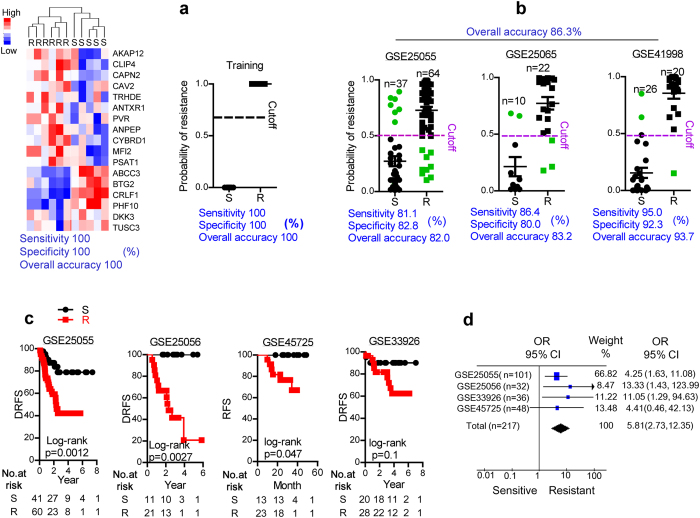
Clinical validation of the signature. (**a)** Validation of the signature in resistant (R) and sensitive (S) TNBC patients from the training cohort with hierarchical clustering (left panel) and Bayesian binary regression (right panel). **(b)** Validation of the signature in TNBC patients in the GSE25055 (left panel), 25065 (middle panel), and 41998 (right panel) databases by Bayesian binary regression. **(c)** Effectiveness of the signature in predicting the prognosis in TNBC patients from the GSE25055 (left panel), 25065 (2^nd^ left panel), 45725 (right panel), and 33926 (2^nd^ right panel) databases. Patients were grouped according to their potential chemoresponse predicted by the signature. **(d)** Forest plots of the performance of the chemoresistance signature in predicting clinical outcomes. Odds ratios (OR) are plotted as vertical colored bars for comparison. The length of the horizontal bars and the width of the diamonds correspond to 95% confidence intervals. The diamond represents the total OR of the signature in the total cases. The weight means the size of each dataset *versus* the total cases.

**Table 1:** 17-gene signature.

Genes	*p* value	Down/up in resist	Genes	*p* value	Down/up in resist	Genes	*p* value	Down/up in resist
ABCC3	0.036	Down	CAV2	0.047	Up	PHF10	0.070	Down
AKAP12	0.080	Up	CLIP4	0.071	Up	PSAT1	0.010	Up
ANPEP	0.090	Up	CRLF1	0.004	Down	PVR	0.038	Up
ANTXR1	0.039	Up	CYBRD1	0.029	Up	TRHDE	0.094	Up
BTG2	0.089	Down	DKK3	0.076	Up	TUSC3	0.027	Up
CAPN2	0.032	Up	MFI2	0.046	Up

# Supplementary material for: Genome-wide profiles of methylation, microRNAs, and gene expression in chemoresistant breast cancer
**Source:** Sci Rep. 2016 Apr 20;6:24706. doi: 10.1038/srep24706
**Supplement:** Supplementary Information

**Supplemental information**

Genome-wide profiles of methylation, microRNAs, and gene expression in chemoresistant breast cancer

Dong-Xu He, Feng Gu, Fei Gao, Jun-jun Hao, Desheng Gong, Xiao-Ting Gu, Ai-Qin Mao, Jian Jin, Li Fu, Xin Ma

**Supplemental materials and methods**

**The single-enzyme RRBS library preparation**

RRBS libraries with single MspI digestion were constructed for MCF-7/WT, ADM and PTX cell line, as previously described1. Briefly, 100 ng of genomic DNA was digested with 300U of MspI enzymes (New England Biolabs Ltd., Hitchin, UK) in 100 μl reactions at 37°C for 16–19 h. After purification, the digested products were blunt-ended, and then dA was added, followed by methylated-adapter ligation. To obtain DNA fractions of 40-120 bp and 120-220 bp ranges of MspIdigested products, two ranges of 160-240 bp and 240-340 bp adapter-ligated fractions were excised from a 2% agarose gel, respectively. Bisulfite conversion was conducted using a ZYMO EZ DNA Methylation-Gold Kit™ (Zymo Research, CA, USA), following the manufacturer’s instructions. The final libraries were generated by PCR amplification using JumpStart™ Taq DNA Polymerase (Sigma, USA). RRBS libraries were analyzed by an Agilent 2100 Bioanalyzer (Agilent Technologies, CA, USA) and quantified by real time PCR.

**RRBS sequencing and data analysis**

The RRBS libraries were sequenced using Illumina Hiseq2000 according to the manufacturer’s instructions (Illumina Inc., CA, USA). Raw sequencing data was processed by the Illumina base-calling pipeline. Low quality reads that contained more than 30% ‘N’s or over 10% of the sequence with low quality value (quality value < 20) per read were omitted from the data analysis. The clean bisulfite sequencing reads were aligned to the UCSC human reference genome (hg19, <http://hgdownload.soe.ucsc.edu/goldenPath/hg19/>) with an unbiased three-letter (namely, A, G and T) way which converting all Cs into Ts in the reads and for both strands of the genomic DNA sequence. The SOAPaligner (<http://soap.genomics.org.cn/index.html> ) was used for sequencing alignment, and then the uniquely mapped reads without duplication were kept for further analysis. Methylation levels of cytosines were analyzed as previously described1. DMRs (Differential Methylated Regions) were detected pairwised by scanning methylation level of the whole genomic CpG sites2. For each of DMRs, the number of methylated and unmethylated CpG reads was counted, a chi square test was applied to identify differentially methylated genomic elements with a threshold of p-value < 0.01. Meanwhile, the difference in methylation levels between two samples should be more than 20%. Promoters were defined as the regions spanning 2200 bp upstream and 500 bp down stream of the transcriptional start site.

**RNA-seq and statistical analysis**

The total RNA samples were first treated with DNase I to degrade any possible DNA contamination. Then the mRNA was enriched by using the oligo (dT) magnetic beads. Mixed with the fragmentation buffer, the mRNA was fragmented into short fragments (about 200 bp). Then the first strand of cDNA was synthesized by using random hexamer-primer. Buffer, dNTPs, RNase H and DNA polymerase I were added to synthesize the second strand. The double strand cDNA was purified with magnetic beads. End reparation and 3’-end single nucleotide A (adenine) addition was then performed. Finally, sequencing adaptors were ligated to the fragments. The fragments were enriched by PCR amplification. During the QC step, Agilent2100 Bioanaylzer (Agilent Technologies, CA, USA) and ABI StepOnePlus Real-Time PCR System (Applied Biosystems, Foster City, USA) were used to qualify and quantify of the sample library. The library products were ready for sequencing via Illumina HiSeq2000.

The following data processing including gene expression level and differentially expressed genes were statistically analysed by the method of Audic and Claverie3. mRNA abundance was determined by RPKM index4 (Reads Per kb per Million reads). If there was more than one transcript for one gene, the longest one was used to calculate its expression level and coverage. The RPKM values can be directly used for comparing the difference of gene expression among samples. The significantly differentially expressed genes (DGE) were determined at a threshold false discovery rate (FDR) ≤0.001 and the absolute value of log2Ratio ≥ 1.

**Small RNA-seq and data analysis**

The 50bp single-end sequence reads from Illumina HiSeq2000 sequencing were performed through the data cleaning first, which includes getting rid of the low quality reads and several kinds of contaminants from the 50bp reads. Afterwards, the standard bioinformatics analysis was used to annotate the clean reads into different categories small RNA, and reads which could not be annotated to any category were used for the novel miRNA prediction and base edit of potential known miRNA. The SOAPaligner was used for sequencing alignment, and the uniquely mapped reads were kept for further analysis. The miRBase18 (<ftp://mirbase.org/pub/mirbase/18/>) was used to annotate the uniquely mapped small RNA sequences. Known miRNA expression profiles and differential miRNA expression were calculated by same method and threshold in RNA-seq.

**Graphics and heatmaps**

All graphs were created using R (<http://cran.rstudio.com/>) and perl module SVG (<https://github.com/szabgab/SVG>). Heatmaps were generated from the expression or methylation data using R package ‘gplots’.

Network analysis

molecular interactions were analyzed by Cytoscape_3.2.05 plugin GeneMANIA6 based on BioGRID7 datasets of H.sapiens (human). The query genes were marked blue, and the genes in 17-gene signature were marked yellow.

**Reverse transcription (RT)-PCR**

Total RNA was isolated from confluent monolayers of MCF-7 cells by Trizol (Invitrogen, CA, USA) and cDNA was synthesized from total RNA (3µg) by using the SuperScript First-Strand Synthesis System (Invitrogen, CA, USA) with Oligo (dT) primers. The cDNA obtained was used to run PCR with pairs of primers.  To normalize mRNA expression levels, β-actin was used as an endogenous internal control. Primers used for RT-PCR of E-cadherin, N-cadherin, Vimentin, Snail1, Twist1 were as follows:  β-actin forward, 5’- tgtcaccaactgggacgata-3’ and reverse 5’- tctcagctgtggtggtgaag-3’; E-cadherin-forward*, 5’-gctggagattaatccggaca-3’* and reverse*, 5’-* *acccacctctaaggccatct-3’;* N-cadherin-forward*, 5’-* *acagtggccacctacaaagg-3’* and reverse*, 5’-* *tgatccctcaggaactgtcc-3’;* Vimentin-forward*, 5’-* *ggctcagattcaggaacagc-3’* and reverse*, 5’-* *gcttcaacggcaaagttctc-3’;* Snail1-forward*, 5’-* *tgtctgcgtgggtttttgta-3’* and reverse*, 5’-* *ccgacaagtgacagccatta-3’;* Twist1-forward*, 5’-* *tcctctaccaggtcctcca-3’* and reverse*, 5’- cacgccctgtttctttgaat-3’.*PCR was executed for 35 cycles of 95˚C for 30 sec, 58˚C for 30 sec and 72˚C for 45 sec. RT-PCR products were separated through a agarose gel (1% w/v) and analyzed with ImageJ software (National Institutes of Health, MD, USA).

**qRT-PCR**

miRNA expression was analysis by qRT-PCR with All-in-One™ miRNA qRT-PCR Detection Kit(GeneCopoeia, CA, USA). Briefly, total RNA was extracted in MCF-7/WT and ADM cells with Trizol (invitrogen, CA, USA). Then mature miRNAs were reverse transcribed in the presenceof a poly-A polymerase with an oligo-dT adaptor. qRT-PCR was then performed with miRNA primers (GeneCopoeia, CA, USA) at 60℃ for 20s, 72℃ for 10s, 40 cycles with iQ5 Real Time PCR Detection System (Bio-Rad, CA, USA), the expression of miRNAs were normalizedto the expression of U6 small RNA.

**Migration assay**

The transwell migration assays was performed with the modified Boyden chamber method in 24-well plates, each containing 6.5-mm Transwell chambers with 8-mm pores (BD Biosciences, CA, USA). The medium in the wells of chamber contained 10% fetal calf serum as a source of chemoattractant. For seeding, Cells were harvested, washed twice with PBS and resuspended in serum-free RPMI-1640. 1×105 cells for MCF-7/WT, MCF-7/ADM and MCF-7/PTX were seeded into the upper chamber of each Transwell unit. After 24 h, the cells that had not migrated through the membrane in the Transwell inserts (on the upper surface) were removed with a cotton swab. Cells that had passed through the membrane were stained with crystal violet and counted under a microscope. Images were captured by a video camera (Nikon Coolpix 54,  Nikon Corporation, Tokyo, Japan) mounted on the microscope (Leica CME, Leica Microsystems, Wetzlar, Germany). Cell migration was quantified by direct microscopic visualization and counting. The values for migration was considered as the mean number of migrated cells by counting four fields per membrane and the results are presented as the average of at least three independent experiments performed.

**Immunofluorescence staining**

The cells were seeded into confocal dishes and left overnight. After 24h, the cells were washed with PBS and fixed for 30 min in 4% paraformaldehyde, permeabilized with 0.1% Triton X-100 for 10 min at room temperature, respectively. Cells were washed 3 times in PBS after each treatment. They were then blocked with 2% BSA in PBS for 30 min at room temperature, incubated overnight at 4˚C with primary antibodies diluted in 2% BSA/PBS. After the incubation time, cells were washed three times for 5 minutes with PBS, then incubated with secondary antibodies for 1 h at room temperature with donkey anti rabbit Alexa 568 and donkey anti goat Alexa 546(1:200, Invitrogen, CA, USA) diluted in 2% BSA/PBS. After washing again with PBS, the nuclei were counterstained with 10 μg/mL DAPI for 10 min at room temperature to observe the number of cell nucleis. The stained samples images were acquired with a confocal laser scanning microscope (LSM 710; Carl Zeiss, Jena, Germany).

**Detection of IC50**

The MCF-7 cells were transfected by miRNA mimics or inhibitors and seeded in the 96-well plate, then the cells were treated with 2-fold serially diluted ADM or PTX for 48h. MTT assay were then applied to detect the changes in cell viability, the IC50 were calculated by nonlinear regression in Prism Graphpad software.

**Ethics statement**

Each patient involved in this study had provided written informed consent. All studies in enrolling patients or in sample analysis were conducted with approval from the ethics committees of the university and hospital.

**Immunohistochemistry Staining**

Tissue slides were deparaffinized and blocked for endogenous peroxidase activity. Primary antibodies were incubated at 4 °C. Subsequently, the sections were incubated with the GTVision III Detection System/Mo&Rb Kit (Gene Tech Co., Ltd., Shanghai, PR China).

All staining was assessed by pathologists blinded to the origination of the samples and subject outcome. Each specimen was assigned a score according to the intensity of the membrane staining (0, no staining; 1, weak staining; 2, moderate staining; 3, strong staining).

**GEO database validation**

The raw data of GEO databases were downloaded from NCBI website. Data for Cy3 and Cy5 channels were Lowess-normalized and then log(2) ratio was taken. Multiple probe sets for the same transcript were averaged after excluding non-specific probe sets that ended with “_x_at”8. The Bayesian binary regression, k-nearest neighbor and Kaplan-Meier methods were analyzed in SPSS modeler software9-11.

**Supplemental figures**

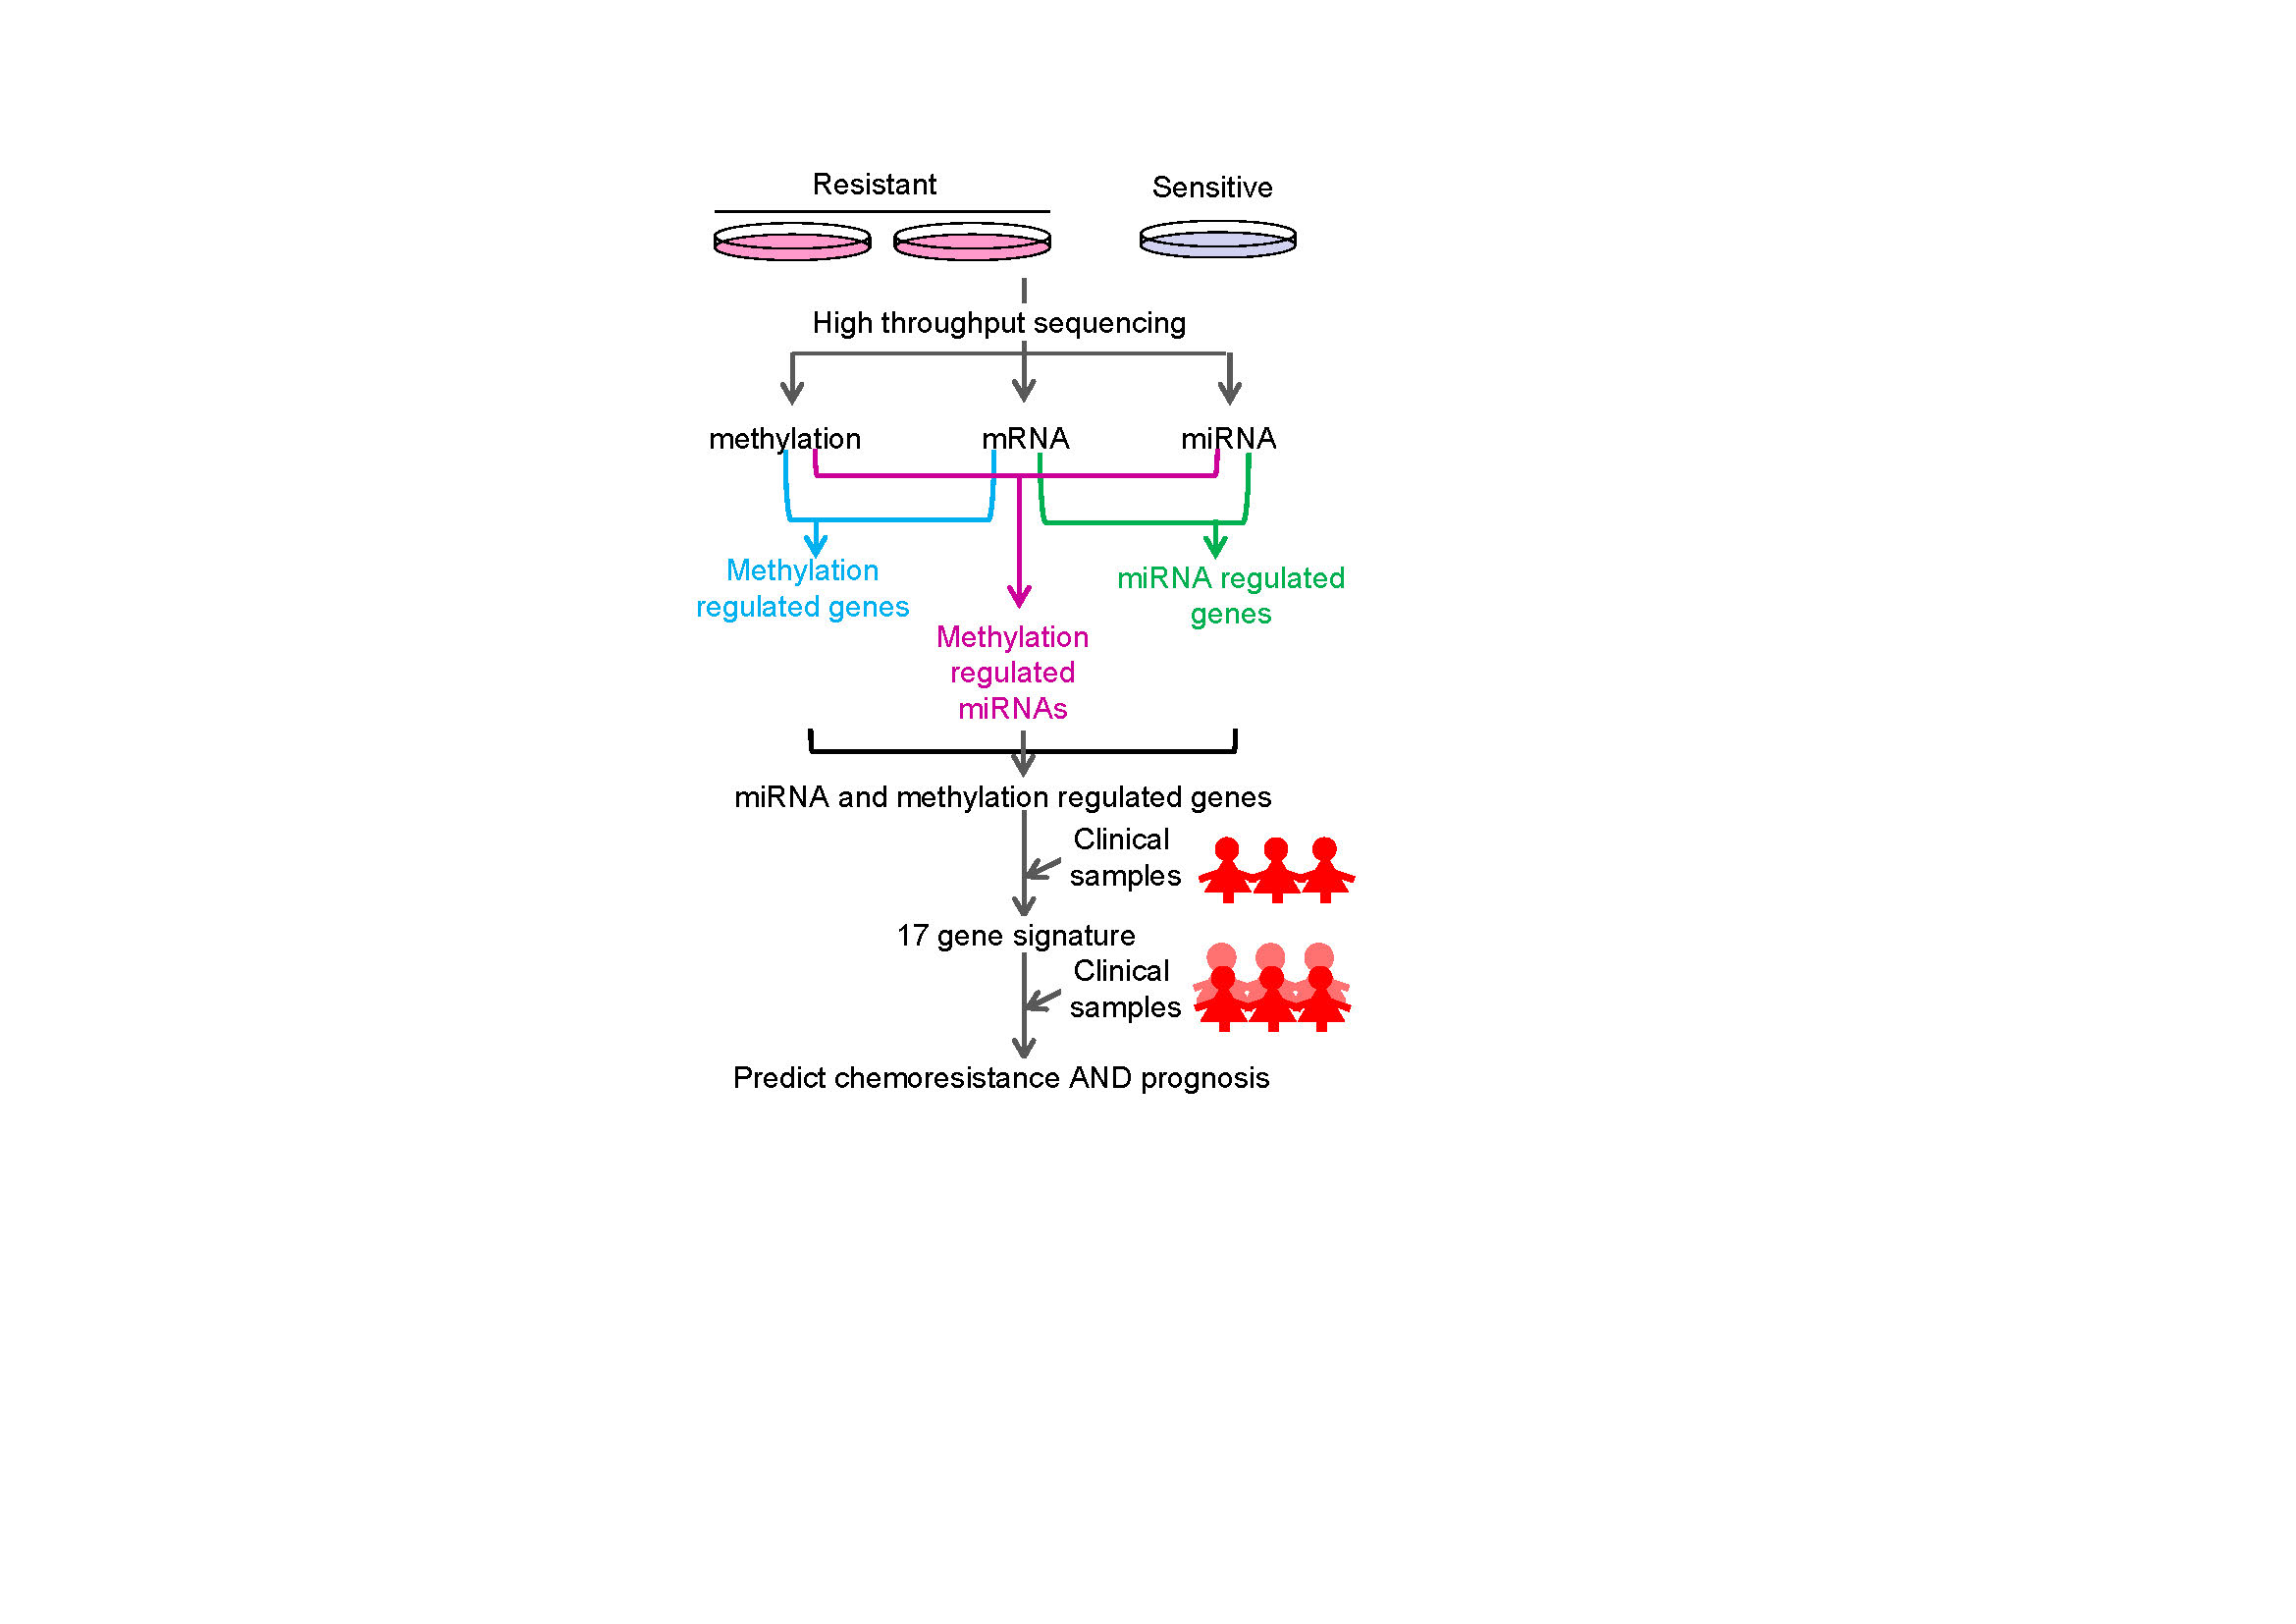

Fig S1. Work flow of this study. Chemoresistant and sensitive breast cancer cells were analyzed by RRBS, RNA-Seq. The sequencing data were analyzed by cross matching with each other. Based on the analysis, a chemoresistance signature was generated and validated in clinical samples.

**
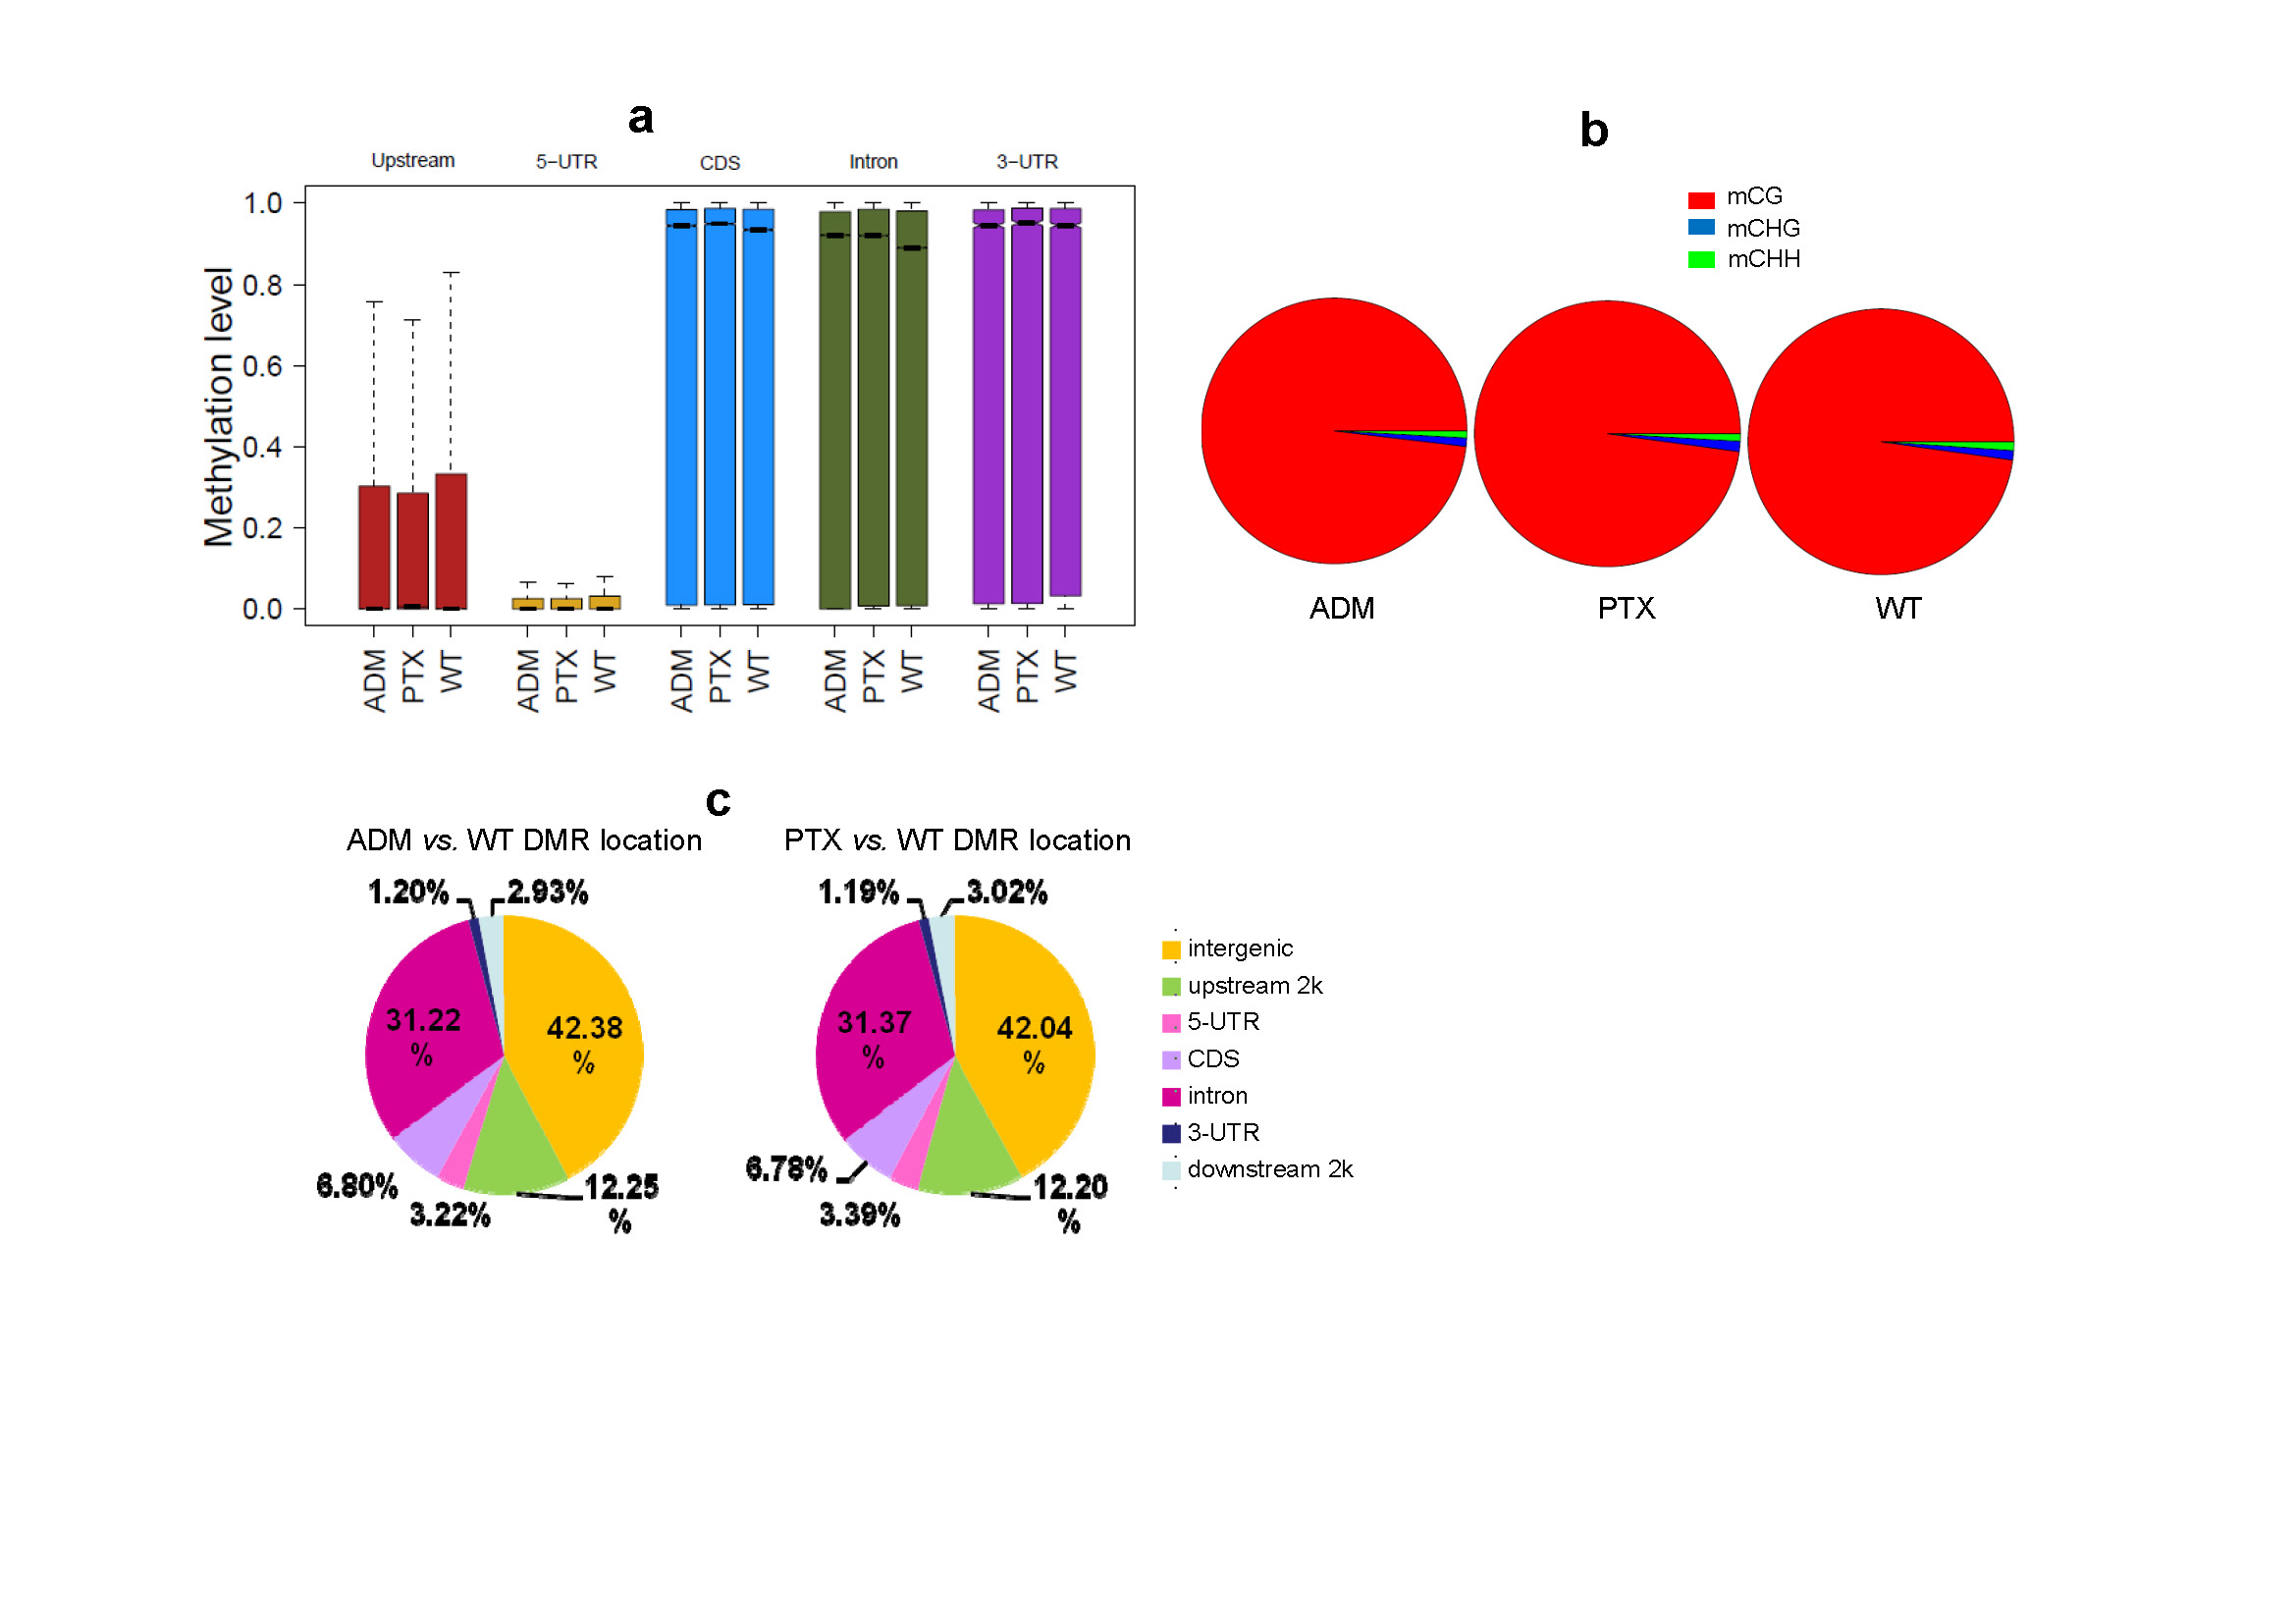
**

**Figure S2** (a) methylation levels in coding sequences, introns, 3’-untranslated regions (UTRs), 5’-UTRs and promoters in MCF-7/ADM, /PTX and /WT cells. (b) methylated cytosines distribution in CpG, CHG and CHH contexts. (c) DMRs location in gene-body, intergenic regions, promoters, 3’ and 5’-UTR regions.

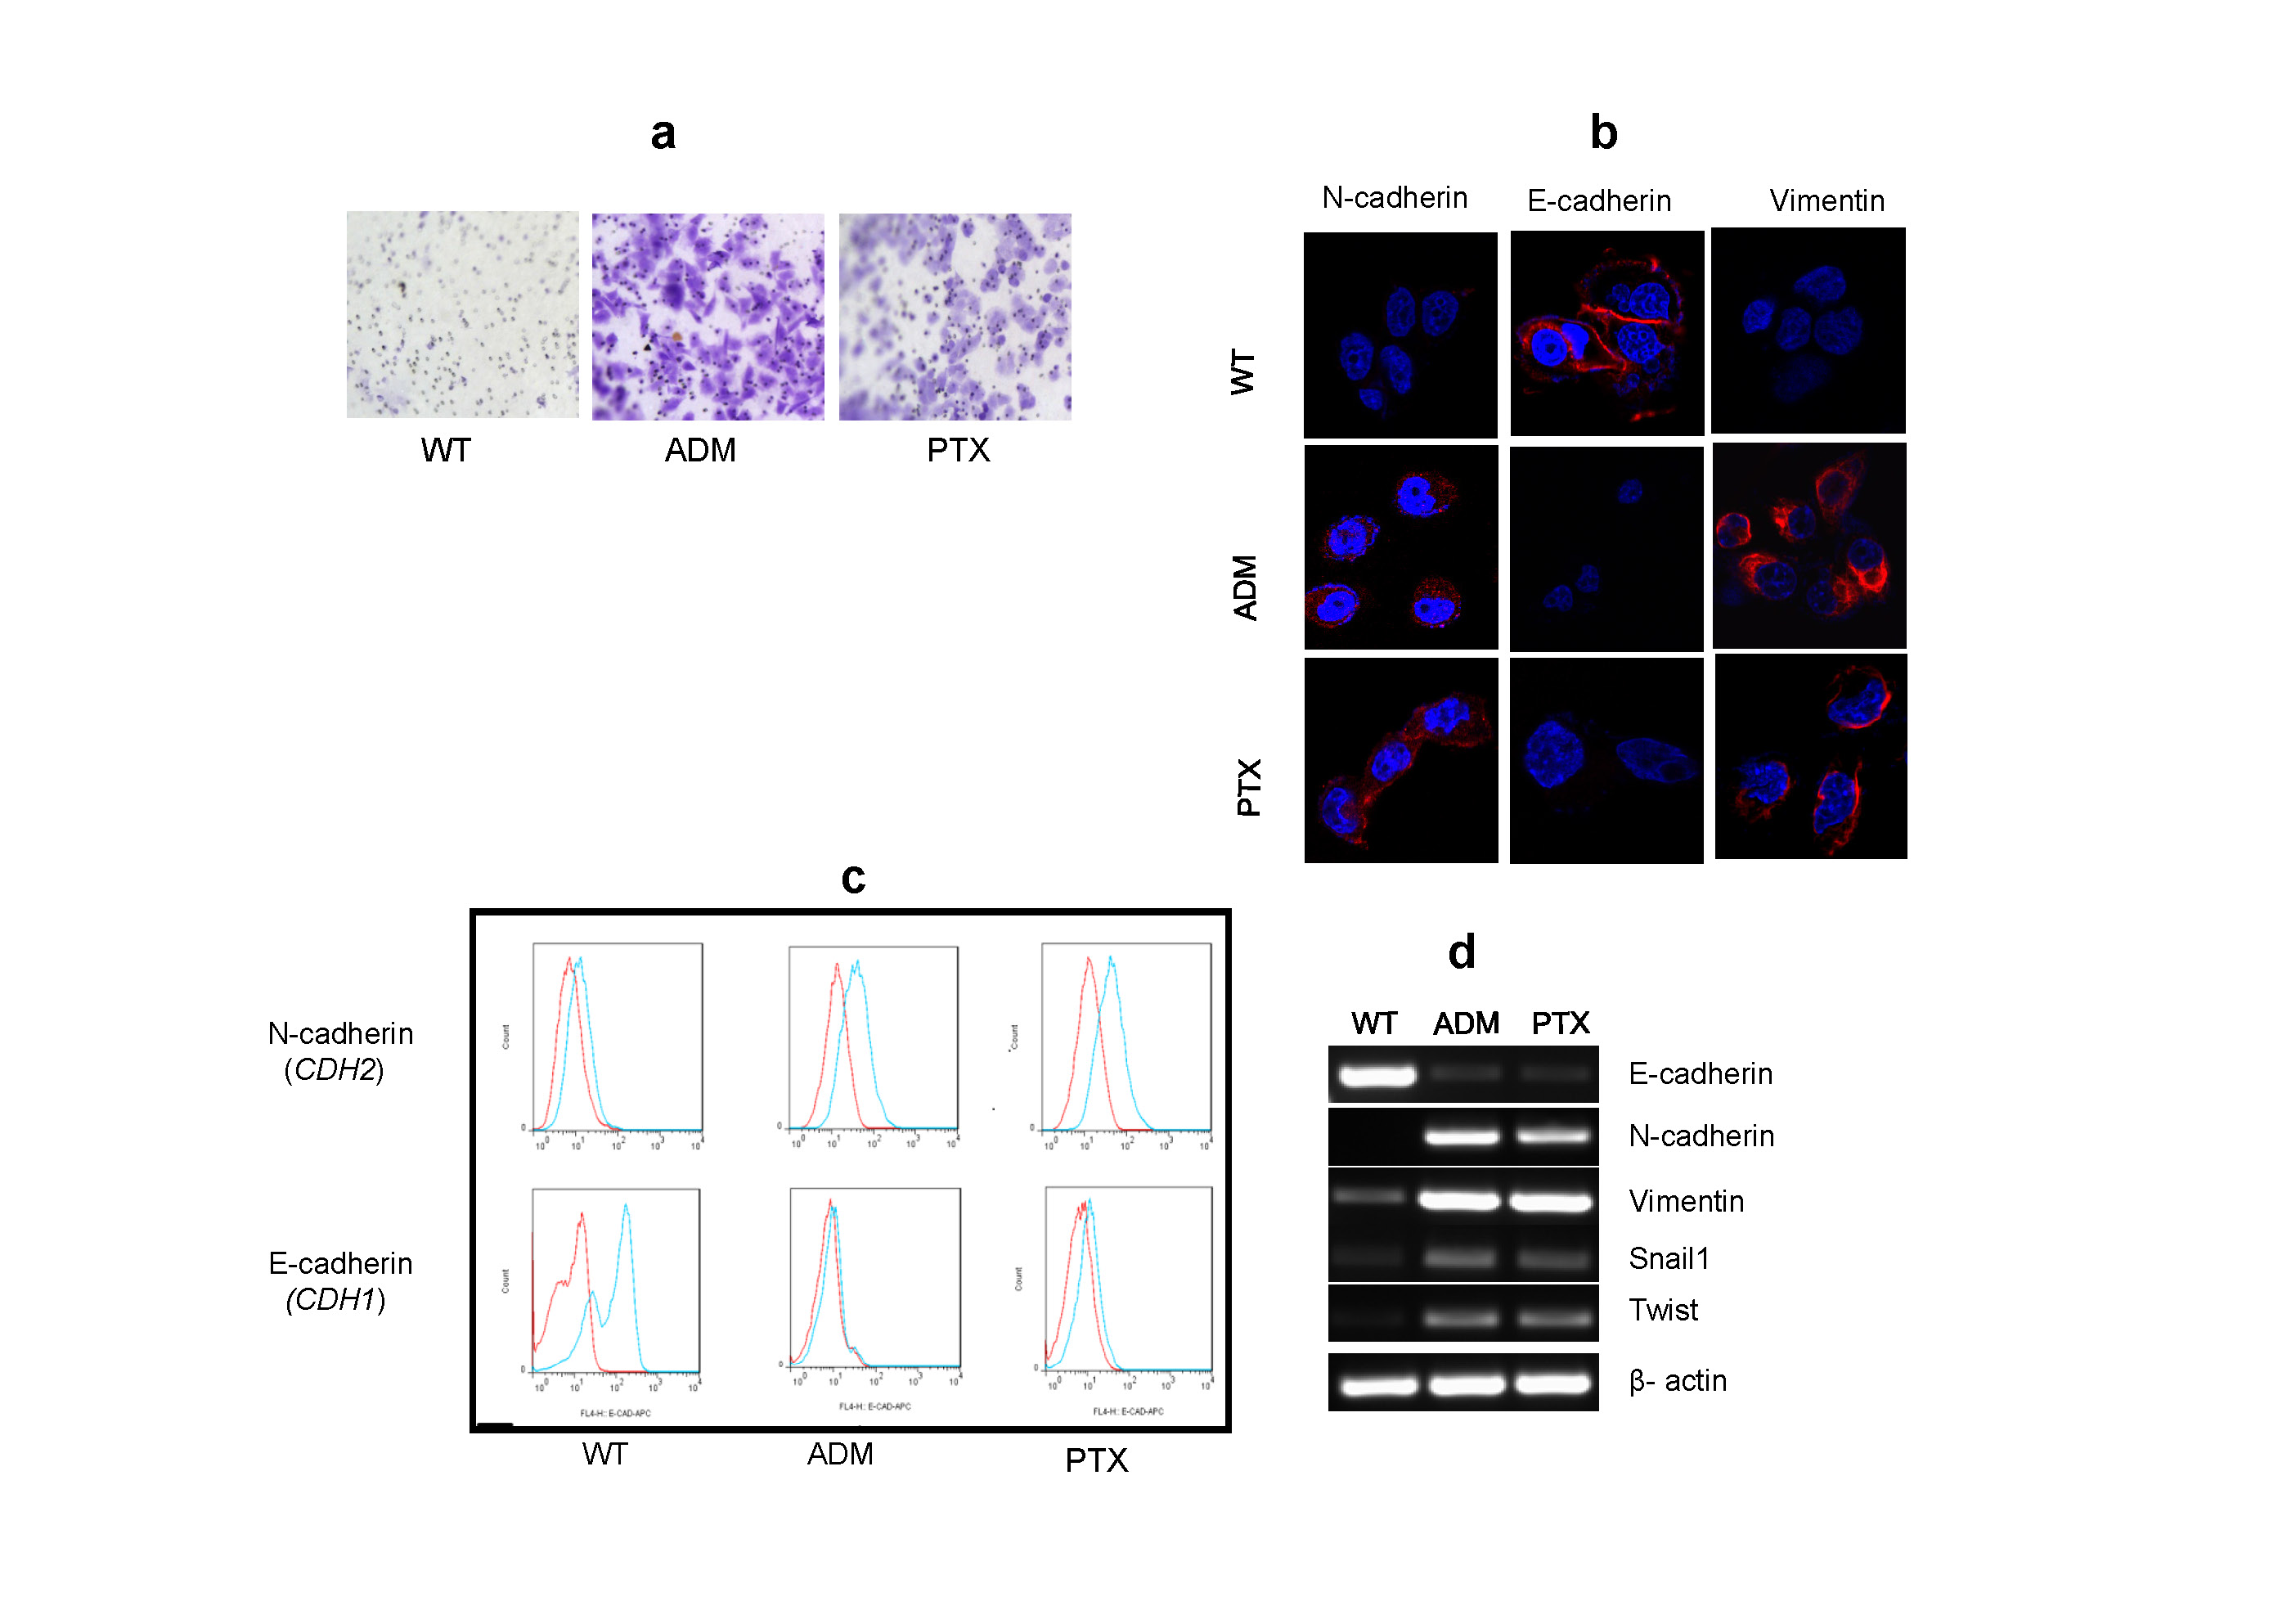

**Figure S3** EMT status of chemoresistant cells. (a) The cell motility was increased in MCF-7/ADM and PTX cells versus WT cells. (b-d) Expression of N-cadherin (*CDH2*)， E-cadherin(*CDH1*), vimentin (*VIM*), snai1, twist genes/ proteins were analyzed by Immunofluorescence staining, flow cytometry and RT-PCR.

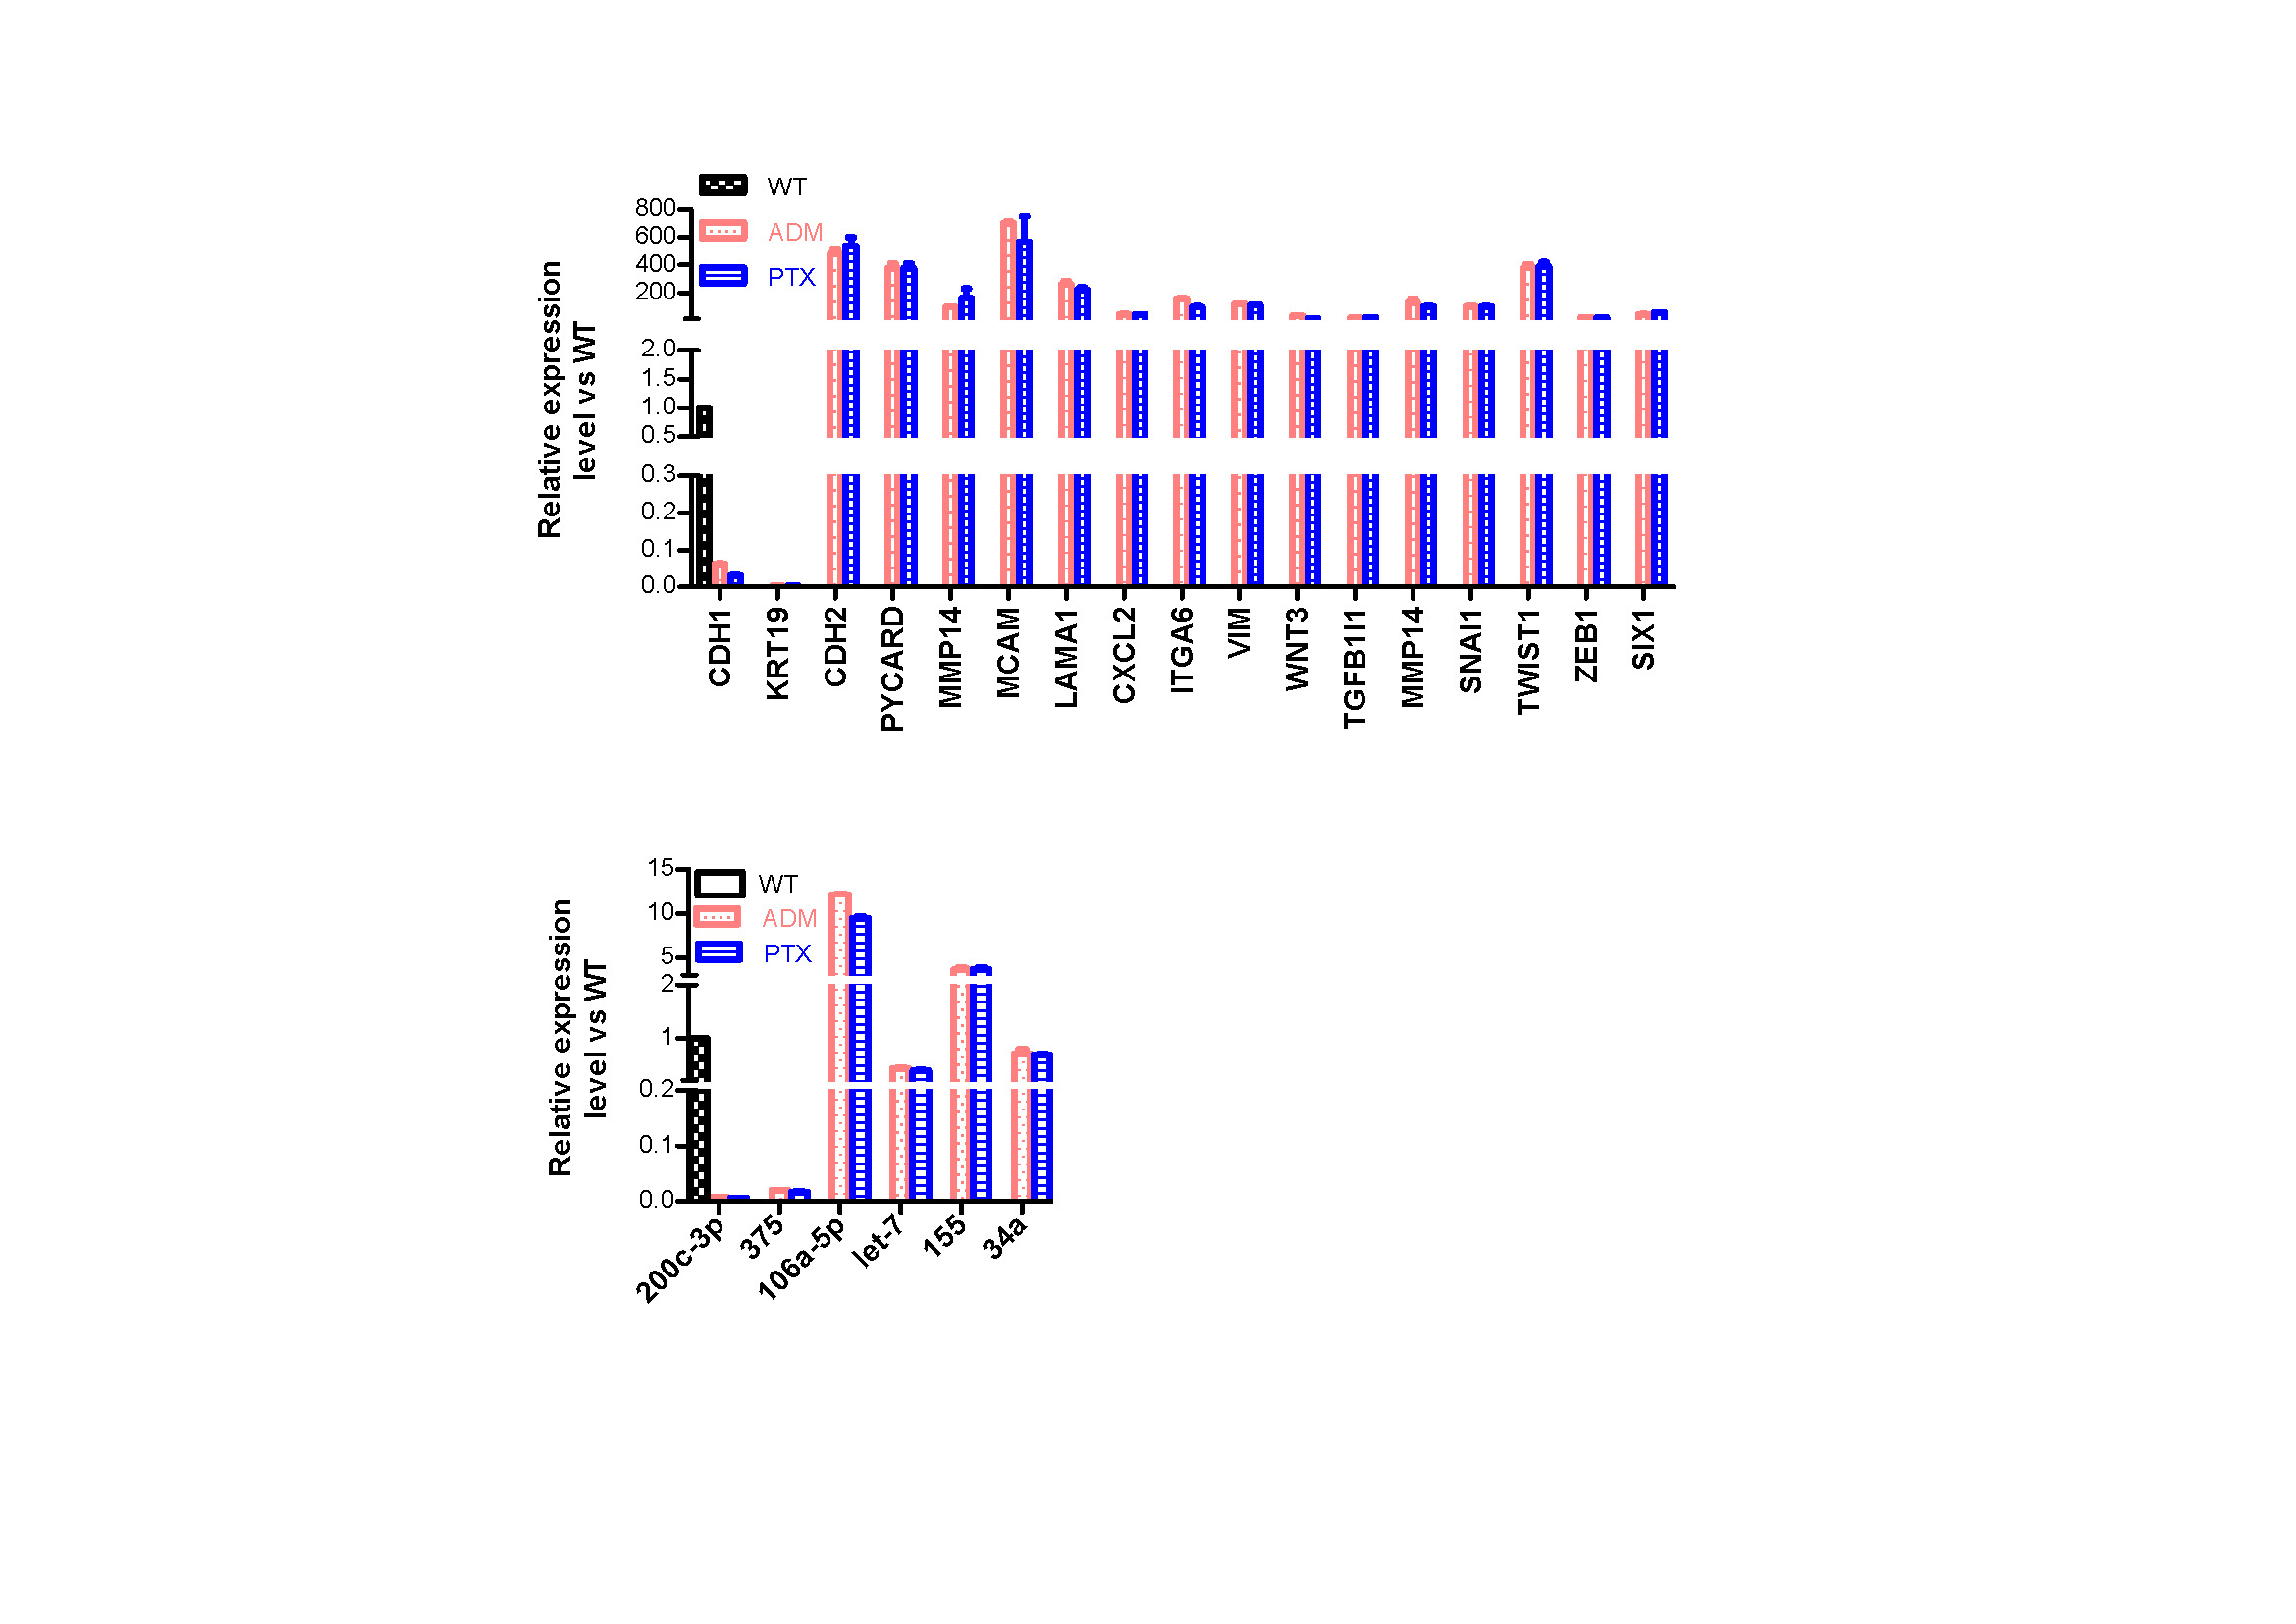

**Figure S4** mRNA level of several EMT-related genes and miRNAs, which was analyzed by real-time PCR.

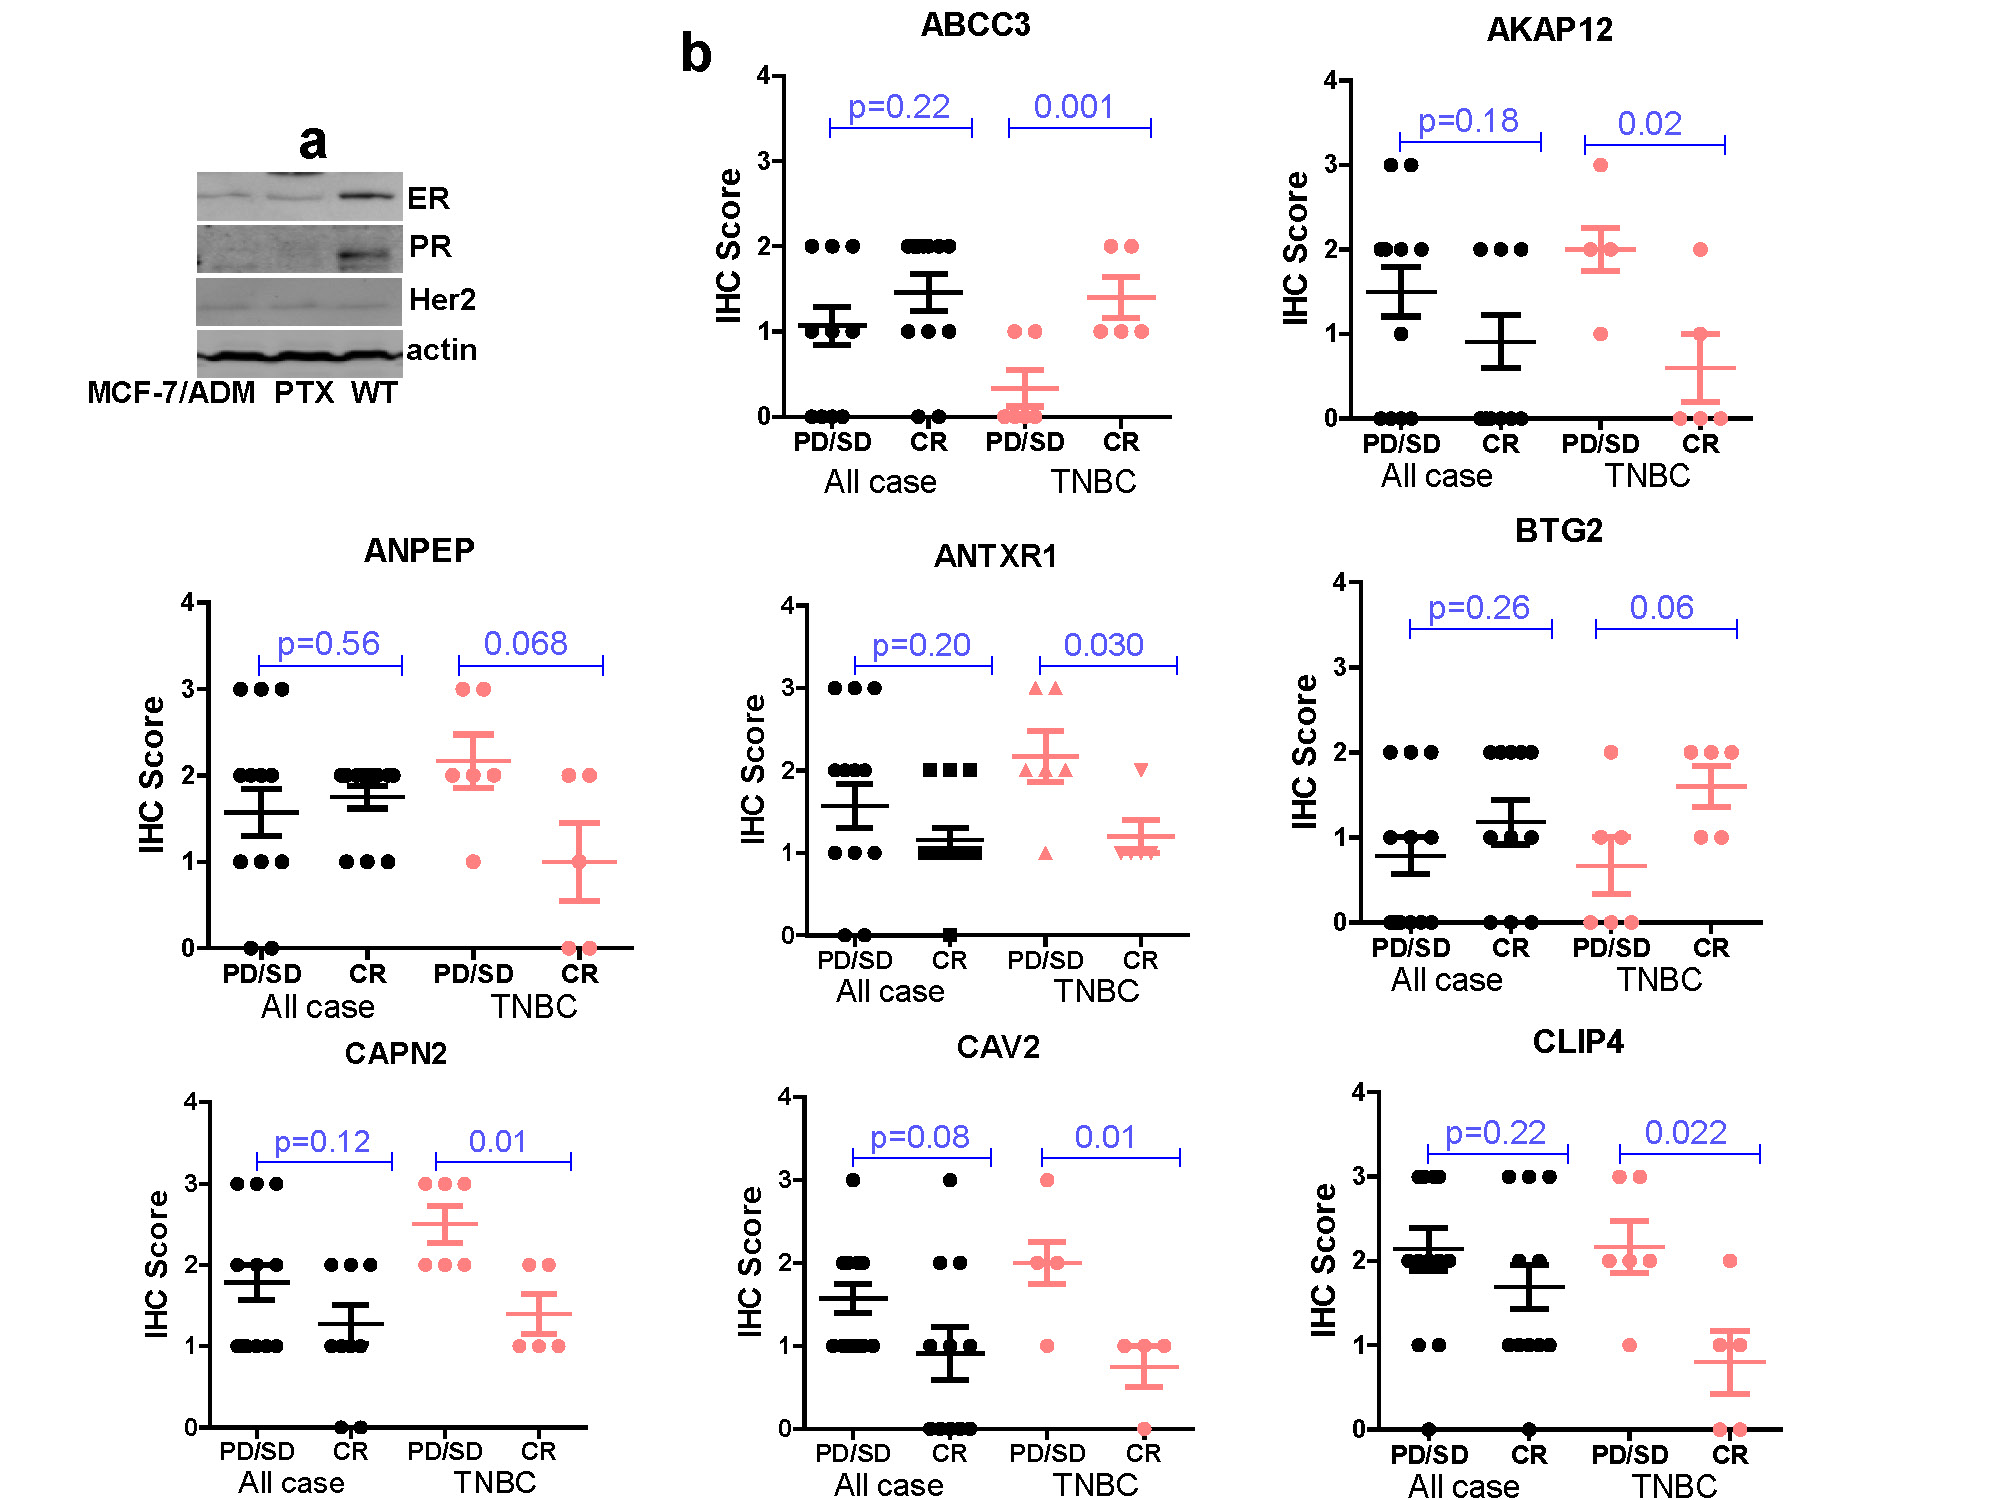

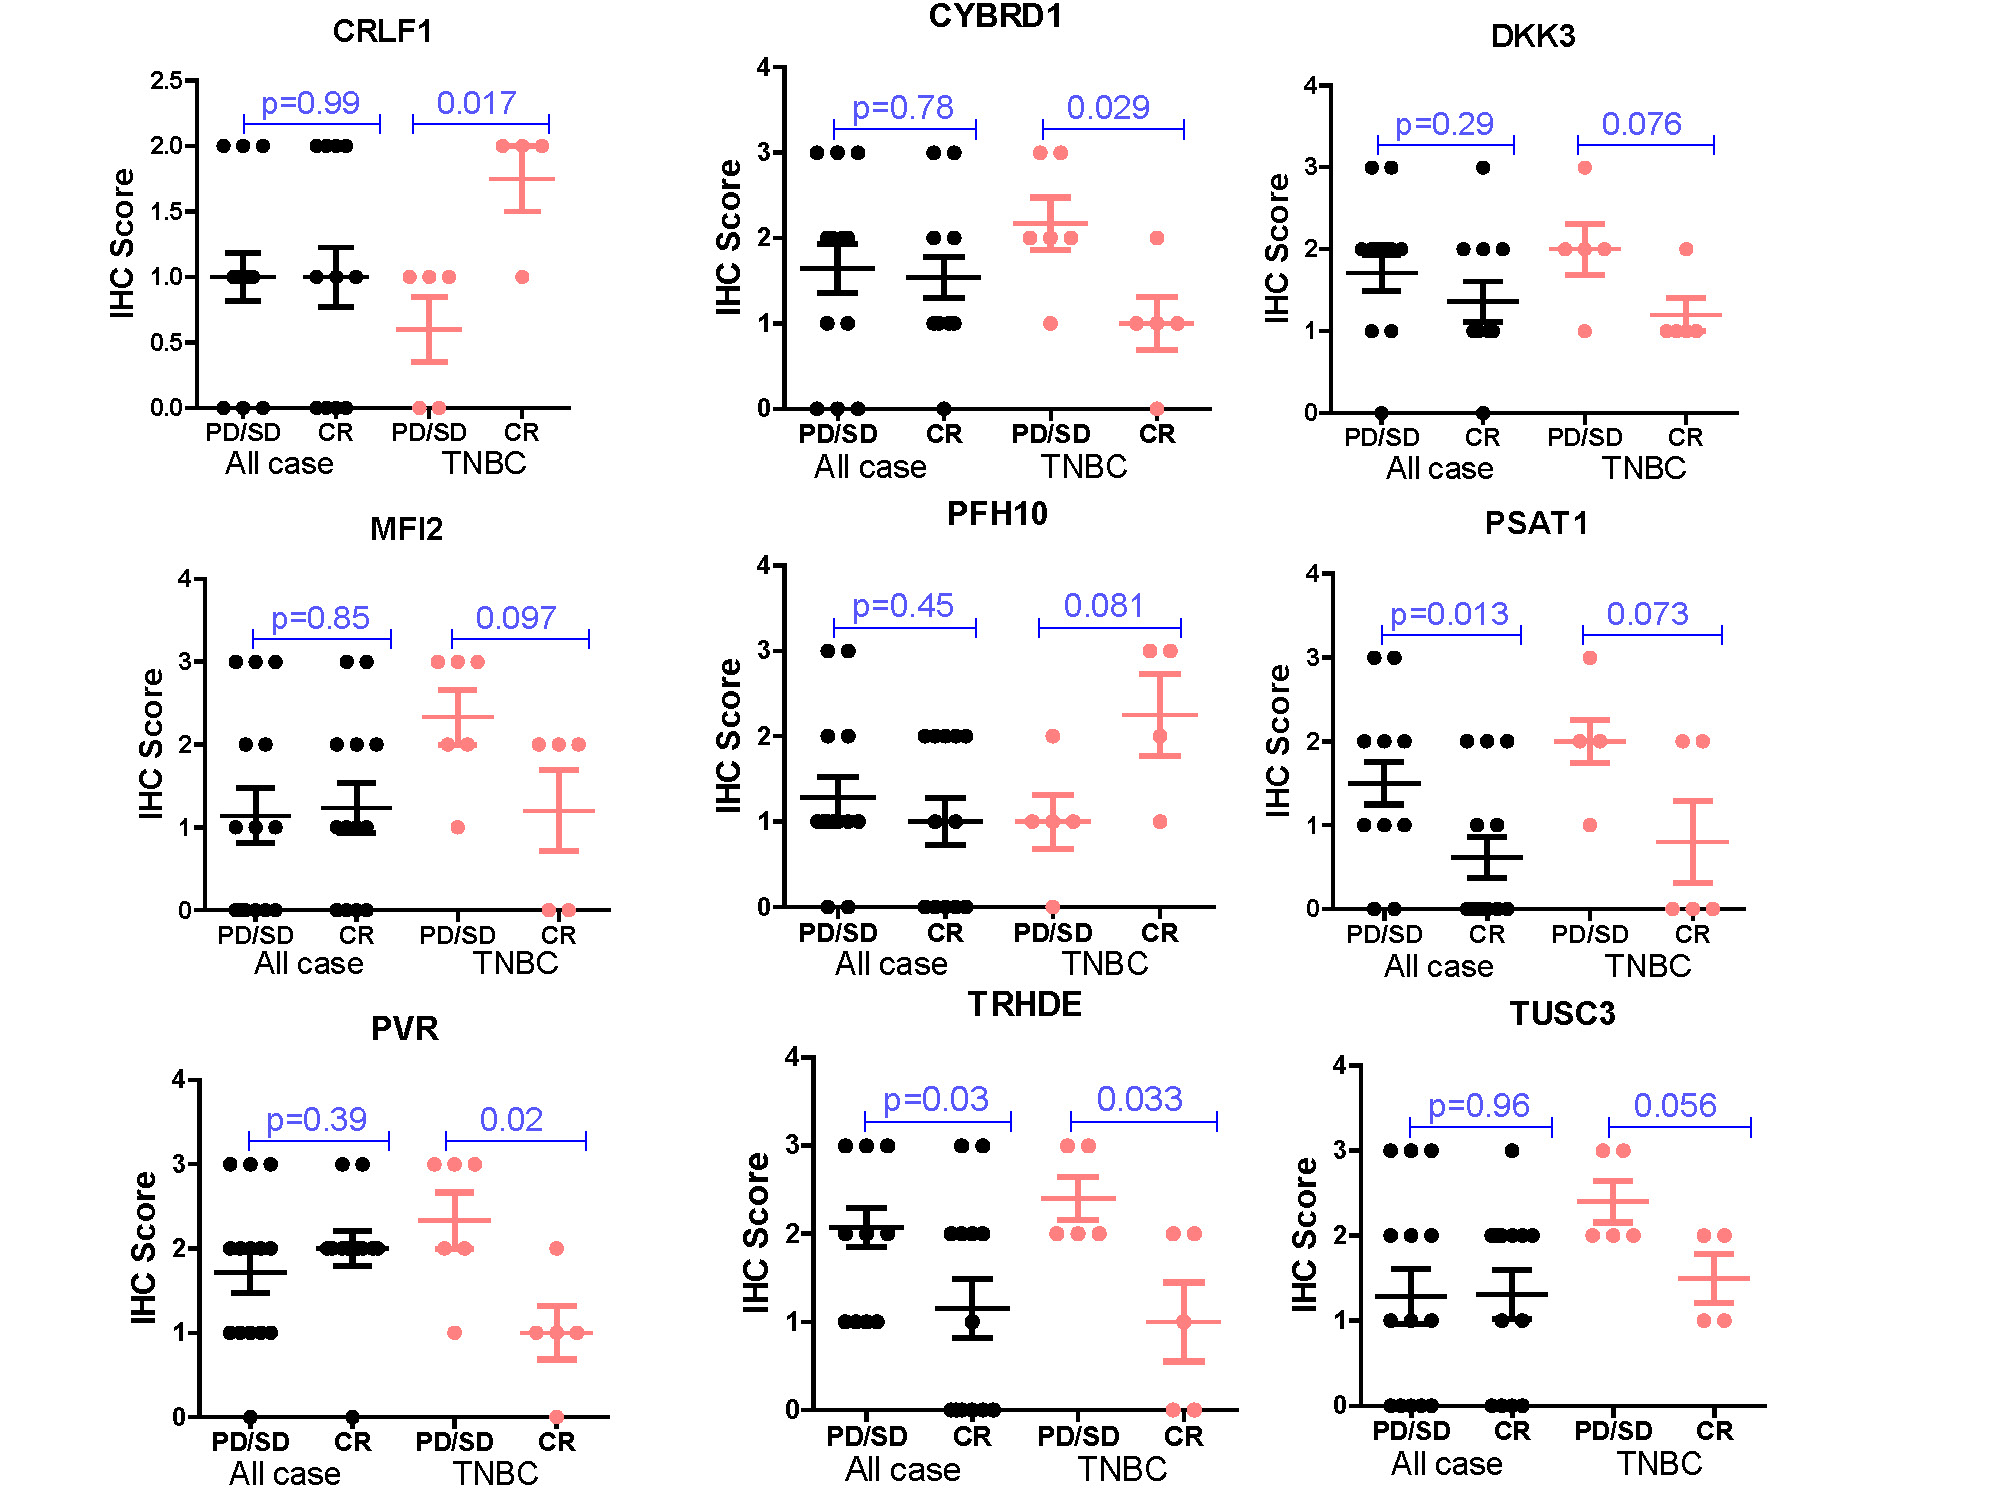

**Figure S5** Validation the signature in clinical samples. (a) the ER, PR and Her2 status of MCF-7/ADM and PTX cells and WT cells. (b) Immunohistochemical analysis of the genes in the signature.

References

1. Gu H, Bock C, Mikkelsen TS, Jager N, Smith ZD, Tomazou E, Gnirke A, Lander ES, and Meissner A (2010) Genome-scale DNA methylation mapping of clinical samples at single-nucleotide resolution. Nat Methods 7 (2):133-136

2. Wang J, Xia Y, Li L, Gong D, Yao Y, Luo H, Lu H, Yi N, Wu H, Zhang X, Tao Q, and Gao F (2013) Double restriction-enzyme digestion improves the coverage and accuracy of genome-wide CpG methylation profiling by reduced representation bisulfite sequencing. BMC Genomics 14:11

3. Audic S and Claverie JM (1997) The significance of digital gene expression profiles. Genome Res 7 (10):986-995

4. Mortazavi A, Williams BA, McCue K, Schaeffer L, and Wold B (2008) Mapping and quantifying mammalian transcriptomes by RNA-Seq. Nat Methods 5 (7):621-628

5. Shannon P, Markiel A, Ozier O, Baliga NS, Wang JT, Ramage D, Amin N, Schwikowski B, and Ideker T (2003) Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Res 13 (11):2498-2504

6. Montojo J, Zuberi K, Rodriguez H, Kazi F, Wright G, Donaldson SL, Morris Q, and Bader GD (2010) GeneMANIA Cytoscape plugin: fast gene function predictions on the desktop. Bioinformatics 26 (22):2927-2928

7. Chatr-Aryamontri A, Breitkreutz BJ, Oughtred R, Boucher L, Heinicke S, Chen D, Stark C, Breitkreutz A, Kolas N, O'Donnell L, Reguly T, Nixon J, Ramage L, Winter A, Sellam A, Chang C, Hirschman J, Theesfeld C, Rust J, Livstone MS, Dolinski K, and Tyers M (2015) The BioGRID interaction database: 2015 update. Nucleic Acids Res 43 (Database issue):D470-D478

8. Liu M, Liberzon A, Kong SW, Lai WR, Park PJ, Kohane IS, and Kasif S (2007) Network-based analysis of affected biological processes in type 2 diabetes models. PLoS Genet 3 (6):e96

9. Li Q, Birkbak NJ, Gyorffy B, Szallasi Z, and Eklund AC (2011) Jetset: selecting the optimal microarray probe set to represent a gene. BMC Bioinformatics 12:474

10. Liu M, Liberzon A, Kong SW, Lai WR, Park PJ, Kohane IS, and Kasif S (2007) Network-based analysis of affected biological processes in type 2 diabetes models. PLoS Genet 3 (6):e96

11. Elbez Y, Farkash-Amar S, and Simon I (2006) An analysis of intra array repeats: the good, the bad and the non informative. BMC Genomics 7:136

How the deposited data were processed for this re-analysis (not part of the article)

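RRBS and mRNA-Seq had been done on MCF-7/WT, MCF-7/ADM and MCF-7/PTX cells, with 1 library per line and assay and so 3 libraries per assay. The small RNA libraries, the real-time PCR, the protein blots and the patient cohorts were left out, since only the sequencing tables of mRNA and DMRs were used here.

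The authors' deposited mRNA table gives, for each gene and library, a count (reads), an RPKM and a coverage. The deposited counts are whole numbers that sum to the library total in the column header. The authors' RPKM equals the count divided by the length of the longest transcript in kb and by that total over 1e6. The authors' coverage is a fraction from 0 to 1, the share of the transcript covered by reads, and was not used further. The authors sequenced 50-bp single-end reads on Illumina HiSeq2000, used CASAVA according to the submitters' notes, and mapped clean reads to hg19 with up to 2 mismatches. The mRNA aligner, the counting program and the gene annotation are not given in the sources used here. The 4 deposited DMR tables give the authors' methylation level of each DMR in 2 lines as a fraction, its difference as WT minus the resistant line, and the authors' chi-square p-value. The RRBS reads had been aligned with SOAPaligner. The version of the DMR caller and the gene annotation behind the deposited gene names are not given in the sources used here.

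The mRNA table has 17535 rows for 17471 genes. Reads of rows with the same gene identifier were summed and the longest length kept, and 26 rows that carried a date in place of the symbol got their symbol back through the gene identifier. The plan written before the files were opened assumed that reads would have to be recovered from RPKM, but the reads are deposited and were used directly. Reads in MCF-7/WT, MCF-7/ADM and MCF-7/PTX come to 5.16e6, 5.20e6 and 5.08e6. A gene at 3 reads has a 95% counting interval too wide for a fold, so 3 reads served as the floor for folds. Every gene with a read in at least 1 library of a comparison was tested, and a list member counted as measured with more than 3 reads in at least 1 of them. The ratios of CDKN2A were given with an exact binomial 95% interval, and other ratios with few reads were given without it. Calls used the two-sided test of Audic and Claverie with the Benjamini and Hochberg false discovery rate, with the thresholds of the paper. The quasi-likelihood test of edgeR needs replicates and could not be used.

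Genes were named by a rule written before the calls were made. It takes the 10 highest ratios in each direction and comparison with an RPKM of at least 10 in the higher library, the 10 promoter DMRs of each comparison with the largest difference, up to 4 members per gene list, and every gene the paper names. Some rows of Table S2, those of genes beginning with A and with ED to ET, had been seen before the rule and the lists were written. Besides the rule's genes, members of lists were named with their values to show the range within a list. The 35 gene lists, 3 of which the paper gives, were written from general knowledge before the ratios were computed. A list's median log2 ratio over measured members was placed among 10000 random lists drawn from 20 bins of mean expression, and its calls were also adjusted over the list alone. A list's position lying outside the percentiles 2.5 to 97.5 was read as beyond random lists. Similarity of the resistant lines was compared with 100 simulated sets of 3 unchanged libraries of the same depths, since both ratios share MCF-7/WT.

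Repeated DMR rows were counted once, and 22 rows outside chromosomes 1 to 22 and X were left out. Each DMR was placed on the canonical transcripts of 19812 protein-coding genes (GENCODE release 44 on GRCh37). These genes were joined to the mRNA table by symbol, or by an alias where the symbol was missing, without a check of the chromosome. A promoter spans 2200 bp before and 500 bp after the transcription start site, as the authors define it, and the gene body is the rest of the transcript. A DMR that reaches both was counted in both. The deposited gene names were not used for the main values, because most do not lie at the coordinates beside them. Start and end of every DMR were checked against CpGs of the genome sequence, and 100.0% fell on a CpG. DMRs of the 2 comparisons were taken as shared with at least 1 bp in common. A gene moved against its promoter when a called gene and at least 1 promoter DMR had opposite signs. The share that the margins give is that of random pairing with the same totals of signs.

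The calling was tested on simulated libraries with the real depths and 50 changed genes per fold. In MCF-7/ADM against MCF-7/WT it recovered 44.0% at 2-fold, 88.0% at 4-fold, 100.0% at 8-fold and 88.0% at 16-fold. In MCF-7/PTX against MCF-7/WT it recovered 46.0%, 92.0%, 96.0% and 96.0%, and in MCF-7/PTX against MCF-7/ADM 28.0%, 88.0%, 98.0% and 96.0%. Of 17271 unchanged genes 0 were called in each. Changes near 2-fold are therefore missed more often than found, and the simulation has counting error only, without the variation between cultures. The DMR steps were tested with 800 simulated genes, where a planted share of 50.0% against the promoter was returned as 51.8% and 80.0% as 79.2%.

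Alternatives fixed before the files were opened were pseudocounts of 0.1 and 1, a minimum RPKM of 1, ratios centred on their median, Fisher's exact test on the reads, a log2 threshold of 2, a methylation difference of at least 0.40, an authors' p below 1e-20, a reciprocal overlap of 50%, promoter genes with DMRs of only the opposite sign, and gene-body shares by gene. Alternatives added after the data were seen were the gene names as deposited, leaving out chromosome 20, gene-body DMRs that do not reach the promoter, and matched genes at a difference of at least 0.40. No sample was left out.

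The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, with the random seed 20160420.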

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

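CDKN2A, which encodes the cell cycle inhibitor p16, and its neighbour MTAP, a methionine salvage enzyme, were found through a check on the origin of the lines that the paper does not report. CDKN2A had 2 reads in MCF-7/WT, 1358 in MCF-7/ADM and 1276 in MCF-7/PTX, a log2 ratio of 9.395 and 9.339 and a ratio of 673 (95% counting interval 186 to 5564) and 648 (179 to 5354). MTAP had 8, 840 and 933 reads, a log2 ratio of 6.702 and 6.887. CDKN2B, the next gene, had 113, 124 and 136 reads and was not called. MCF-7 is generally described as having lost CDKN2A by homozygous deletion, which is general knowledge and not in these files, and a deleted gene cannot come back under drug selection. An origin of the resistant libraries outside this MCF-7 line was written down as an explanation before the values were seen, and the lower RPKM of CDKN2A in the resistant libraries, 171, fits it. The other explanation, that both genes were present but silent in MCF-7/WT, was looked for through DMRs between the start of MTAP and the end of CDKN2A, but the authors' deposited tables have 0 there and 0 in the same length on each side, so a silent and a missing gene cannot be told apart with them. The paper states that the lines were not authenticated, and with 1 library per line an origin outside this line cannot be separated from drug selection, or from a subclone of MCF-7 that kept the region, for any other change described here. DNA copy number or short tandem repeats of the 3 lines would decide.

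HOX genes, which set position along the body axis, were active in both resistant lines, a group the paper does not analyse. In MCF-7/ADM 15 were higher and 1 lower of 30 measured (16 and 1 adjusted over the list alone), and in MCF-7/PTX 15 and 1 of 34 (15 and 1 adjusted over the list alone). HOXB2 went from 0 reads to 112 and 172, at least 37.0-fold and at least 58.2-fold, and HOXB9 rose by log2 6.38 and 7.04. HOXC13 was the lower member in both, named after its value was seen. The list's median was at percentile 100.0 in both lines. Promoter methylation went both ways among them. HOXC4 lost it from 0.83 to 0 in MCF-7/ADM and from 0.84 to 0 in MCF-7/PTX, HOXC10 from 0.98 to 0.51 and 0.61, and HOXB9 from 0.32 to 0.00 and from 0.30 to 0.01, each with higher expression in both lines. HOXB8 rose by log2 6.97 and 6.59 although its promoter gained methylation (differences of 0.64 and 0.24). What brought the HOX genes on is left open.

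GREM1, a secreted antagonist of bone morphogenetic proteins, had 0 reads in MCF-7/WT, 0 in MCF-7/ADM and 659 in MCF-7/PTX, at least 223.0-fold. CST6, a cysteine protease inhibitor that is often methylated in breast cancer, had 0, 248 and 0 reads, at least 82.0-fold in MCF-7/ADM. The paper treats what the 2 lines share and names neither gene. Each was present in only 1 of the 2 resistant lines.

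The 2 comparisons with MCF-7/WT called 6 genes in opposite directions, which the differences between the lines brought out. ITGA2, a collagen receptor chain, had 217 reads in MCF-7/WT, 802 in MCF-7/ADM and 49 in MCF-7/PTX. AFF3, a transcriptional elongation gene linked to estrogen signaling, had 128, 62 and 450. HS6ST2, a heparan sulfate transferase, was lower in MCF-7/ADM and higher in MCF-7/PTX like AFF3. DAPP1, EXPH5 and ZNF33B followed the pattern of ITGA2. Each comparison is between 2 libraries, and no replicate shows how far such a gene varies between cultures of the same line.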

How the results depend on the processing

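No paired analysis was possible because each line had 1 library per assay. At a log2 threshold of 2 the called genes fell to 3058 in MCF-7/ADM, 3142 in MCF-7/PTX and 212 between the resistant lines, all within the main calls. The correlation of the resistant lines rose to 0.931 with an RPKM of at least 1 and to 0.942 with a pseudocount of 1. A methylation difference of at least 0.40 left 1366 genes with a promoter DMR in MCF-7/PTX, 1197 shared by both lines, and 5263 shared DMRs. Taking the gene names as deposited, an alternative added after the data were seen, gave 503 and 515 genes with a promoter DMR (430 shared) and 4271 and 4333 with a gene-body DMR (3923 shared). It left 63, 64 and 44 genes moved against their promoters in MCF-7/ADM, MCF-7/PTX and both, and gave 13 matched ECM-receptor genes. The share of gene-body pairs moving with methylation lay below or above that of random pairing, depending on the setting. In MCF-7/ADM it was 33.6% by gene, 44.2% at a difference of at least 0.40, 55.5% with the names as deposited and 52.9% without DMRs that reach the promoter, the last 2 being added after the data were seen. In MCF-7/PTX these were 36.0%, 47.0%, 55.2% and 55.8%. Leaving out chromosome 20 and taking matched genes at 0.40 were also added after the data were seen. Of the values for single genes, 27 were weaker under an alternative, for example AFF3 and PGR in MCF-7/PTX against MCF-7/WT at a log2 threshold of 2. No list median beyond random lists in a comparison with MCF-7/WT changed its sign with a pseudocount of 1 or with centred ratios. Pseudocounts pulled list medians towards 0, and with a pseudocount of 1 6 lists came to lie within random lists, the ECM-receptor genes (percentile 96.3) and other genes the paper names (3.9) in MCF-7/PTX, the protocadherins in MCF-7/ADM (4.4) and MCF-7/PTX (3.2), the cancer-testis antigens in MCF-7/ADM and, between the resistant lines, estrogen response (90.0). For none of these changes was the cause tested.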

Differences from the paper's values

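The paper gives 1083 genes whose expression was negatively correlated with promoter methylation in both lines. Here 505 were found with DMRs placed by hg19 position. The 2 counts rest on different sets of DMRs. Of the promoter DMRs in the readable part of Table S2, the deposited tables hold 41.8% for MCF-7/ADM and 42.1% for MCF-7/PTX. No alternative setting can bring back the missing ones. Of the alternatives fixed beforehand, DMRs of only the opposite sign gave 476, a methylation difference of at least 0.40 gave 397 and an RPKM of at least 1 gave 490, all different from the paper's number. The gene names as deposited, an alternative chosen after seeing the values, gave 44, and leaving out chromosome 20, chosen in the same way, gave 503. For the lines on their own, about 1300 genes each in Fig. 2a, read by eye, compare with 629 in MCF-7/ADM and 632 in MCF-7/PTX. The same 3 alternatives gave 596, 488 and 607, and 597, 488 and 608, which also differ.

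Genes with a promoter DMR were about 4600 in MCF-7/ADM and about 4800 in MCF-7/PTX in Fig. 1b, read by eye, and 2085 and 2077 here. The figure's class includes the 5′UTR. As above, the deposited tables lack many DMRs of the paper, so these counts and those of gene bodies rest on different sets. A methylation difference of at least 0.40 gave 1395 and 1366 and an authors' p below 1e-20 gave 1937 and 1909, so both of these, fixed beforehand, differ too. Genes with a gene-body DMR were about 6500 and about 6800 in Fig. 1b, read by eye, and 2704 and 2695 here, with 1983 and 1959, and 2448 and 2433, under the same 2 settings, which also differ. With the names as deposited, chosen after seeing the values, the numbers were 4271 and 4333. The shares of genes common to both lines were about 92% and 93% in Fig. 1b, read by eye, and 88.2% and 89.1% here.

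The paper states that less than 15% of the DMRs were in promoters and 5′UTR. Here 24.2% and 24.1% of the DMRs in the authors' deposited tables reached a promoter by hg19 position, but those tables leave out the regions between genes that the paper's share includes. The paper states that most of the gene-body regions were positively correlated with expression. The pairs here gave 47.6% and 50.4%. Of the settings fixed beforehand, counting by gene gave 33.6% and 36.0% and a methylation difference of at least 0.40 gave 44.2% and 47.0%, and the readable part of Table S2 gives 334 of 867 (38.5%) and 335 of 872 (38.4%). Of the alternatives chosen after seeing the values, the names as deposited gave 55.5% and 55.2% and gene-body DMRs that do not reach the promoter gave 52.9% and 55.8%.

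PYCARD is drawn as higher in the resistant cells in Fig. S4, whereas its 413 reads in MCF-7/WT fell to 0 in both resistant lines. The other 15 of the 16 genes of that figure moved in its direction, and so did all 17 genes of Table 1. The paper states that the resistant cells did not express estrogen receptor, progesterone receptor and Her2. ESR1 and PGR fell in both lines, but ERBB2, the gene of Her2, kept an RPKM of 12.6 in MCF-7/ADM and 12.9 in MCF-7/PTX, against 21.4 in MCF-7/WT, and was not called. Fig. S5a may show protein, which is a different measure. The log2 ratios of Table S2 were met within 0.01 for 573 of 573 readable genes in MCF-7/ADM and 570 of 573 in MCF-7/PTX. In its DMR entries the MCF-7/WT level stands in front of the resistant line's level in 1261 of 1261 regions that could be compared.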

Other observations

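Feedback genes of the MAPK pathway were high in both resistant lines. ETV4 and ETV5, transcription factors induced by ERK, rose by log2 5.62 and 5.74 in MCF-7/ADM and by 5.65 and 5.45 in MCF-7/PTX, and SPRY2 and DUSP6, which damp the pathway, by 5.55 and 4.21, and by 7.28 and 4.92. FOSL1, an AP-1 subunit stabilised by ERK, rose by 8.67 and 8.59. Of 16 such genes 12 were higher in each line, the same when adjusted over the list alone, with medians of 2.74 and 3.87 at percentile 100.0. DUSP4, another phosphatase of the pathway, fell in both lines and is named after its value was seen. Hormone and growth factor receptors did not move as a list. FGFR1, a fibroblast growth factor receptor, rose by 5.15 and 5.51, and ERBB4, a relative of EGFR, fell (−5.23 in MCF-7/ADM). Of 17 receptors 5 were higher in each line, and 6 were lower in MCF-7/ADM and 7 in MCF-7/PTX, also when adjusted over the list alone, with medians at percentiles 29.8 and 5.0. Whether ERK itself was more active is open, since no protein was measured here.

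Genes of the DNA methylation machinery leaned down in both lines, apart from DNMT1 and UHRF1. DNMT1, the maintenance methyltransferase, rose by log2 1.27 and 1.40 and UHRF1, its recruiting factor, by 2.29 and 2.57. DNMT3A, a de novo methyltransferase, fell (−1.48 and −2.09). TET3, which oxidises methylcytosine, fell as well (−2.36 and −2.49), as did TET2 in both lines (−3.03 in MCF-7/ADM) and TDG, which excises the oxidised base (−1.63 and −1.65). Of 14 measured genes of the machinery 8 were lower in MCF-7/ADM and 7 in MCF-7/PTX, the same when adjusted over the list alone, with medians at percentiles 0.2 and 0.4. An idea that follows is that lower TET activity lets promoters gain methylation in the resistant lines, and 5-hydroxymethylcytosine in the 3 lines would test it.

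Interferon-stimulated genes were low, with 10 of 18 lower in MCF-7/ADM and 9 of 18 in MCF-7/PTX (the same when adjusted over the list alone, percentile 0.0). OAS1, a sensor of double-stranded RNA, went from 71 reads to 0 in both lines, while BST2, which tethers viruses, rose by log2 2.51 and 2.60. Targets of adriamycin and paclitaxel did not move as a list, with 5 of 14 higher and 2 lower in MCF-7/ADM and 6 and 2 in MCF-7/PTX (the same when adjusted over the list alone, percentiles 88.8 and 79.9). Among them TUBB6, a beta-tubulin linked to weaker paclitaxel action, rose by log2 4.37 and 4.51 and TUBB2A by 3.14 and 3.25. TUBA1A, an alpha-tubulin, and TOP2B, a topoisomerase, were the lower ones in both lines, named after their values were seen. LDHB, which turns lactate to pyruvate, went from 3 reads to 3159 and 3247, while SLC2A1, the main glucose carrier, fell (−2.03 and −2.12). Glycolysis genes as a list did not move, with 4 of 19 higher and 6 lower in MCF-7/ADM and 4 and 7 in MCF-7/PTX, also when adjusted over the list alone. SMAD3, which the paper describes as a miR-489 target, had an RPKM of 12.0 in MCF-7/WT, 19.0 in MCF-7/ADM, where it was not called, and 4.28 in MCF-7/PTX, where it was lower. Short lists of fibroblast, endothelial, leukocyte, neuron, melanocyte and Mullerian duct epithelium markers had medians within what random lists reach. Their percentiles ran from 6.4 to 94.2 in MCF-7/ADM and from 19.1 to 89.1 in MCF-7/PTX. Single members moved in either direction. CD68, a lysosomal protein also made by macrophages, rose by log2 3.35 and 4.17, and COL5A1, a fibrillar collagen chain, had 232 reads in MCF-7/WT, 0 in MCF-7/ADM and 2 in MCF-7/PTX.

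Most gene names beside the DMRs in the deposited tables did not lie at the coordinates given, to a degree that differed by chromosome. A row counted as lying in its named gene if it was in the gene or within 2200 bp before it. Shares are of rows whose named gene could be placed on the same chromosome. In the gene-body tables 2065 (23.3%) in MCF-7/ADM and 2056 (23.0%) in MCF-7/PTX lay in that gene. In the promoter tables 23 (4.4%) and 19 (3.5%) did. In the gene-body table of MCF-7/ADM 183 of 314 lay in the named gene on chromosome 5 and 210 of 404 on chromosome 10, but 0 of 255 on chromosome 14 and 0 of 307 on chromosome 15. A displacement of names against coordinates was tested with a forecast written before the values were seen. With genes by hg19 position 77.9% of promoter pairs in MCF-7/ADM moved against the DMR, far above the 50.4% of random pairing, and with the names as deposited 50.7% did in MCF-7/ADM and 50.4% in MCF-7/PTX, close to the 49.8% and 50.2% of random pairing. This fits a displacement of the names. Focal adhesion and ECM-receptor genes exceeded random lists of matched genes with these names too, and whether this comes from expression or gene length was not tested. In Table S2, in contrast, 2550 of 2560 DMRs (99.6%) lay within 2200 bp of their gene. Of its promoter DMRs 195 of 467 (41.8%) for MCF-7/ADM and 204 of 484 (42.1%) for MCF-7/PTX have the same coordinates in the authors' deposited tables. Of its gene-body DMRs 403 of 867 (46.5%) and 411 of 872 (47.1%) do, so the deposited tables and the paper's table are not the same set. On chromosome 20 the authors' deposited tables have 60 DMRs for MCF-7/ADM and 323 for MCF-7/PTX. SNAI1, whose promoter went from 0.53 to 0.07 in MCF-7/PTX, lies in the part that is empty for MCF-7/ADM.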
